# Acetyl- and malonyl-CoA availability drive EPA selectivity in polyketide synthase-engineered *Yarrowia lipolytica*

**DOI:** 10.1186/s12934-026-02950-x

**Published:** 2026-03-04

**Authors:** Hang Qi, Fabian Ries, Sofija Jovanovic Gasovic, Demian Dietrich, Katja Gemperlein, Rolf Müller, Michael Kohlstedt, Christoph Wittmann

**Keywords:** *Yarrowia lipolytica*, Polyketide synthase, ω‑3 fatty acids, EPA, DPA, DHA, Acetyl‑CoA, Malonyl‑CoA, Precursor remodeling, l-lysine supplementation, Transcriptomics, Fed‑batch fermentation

## Abstract

**Background:**

The oleaginous yeast *Yarrowia lipolytica* is an attractive chassis for sustainable production of long‑chain ω‑3 polyunsaturated fatty acids (PUFAs). Polyketide synthase (PKS)-like PUFA synthases bypass the canonical oxygen‑dependent desaturase/elongase route, yet the influence of precursor availability on PKS product selectivity in *Y. lipolytica* remains unclear.

**Results:**

Here, we explored a panel of *Y. lipolytica* strains comprising single‑origin (*Aetherobacter fasciculatus*,* Minicystis rosea*) and hybrid PKS clusters. A domain‑shuffled producer, Hyb6, broadened the product spectrum to penta‑unsaturated ω‑3 species, yielding EPA (18.3 mg L^-1^), DPA (38.8 mg L^-1^) and trace DHA (1.5 mg L^-1^) in shake flasks. Time-resolved metabolomics revealed that ω-3 accumulation began in the stationary phase, when acetyl-CoA and malonyl-CoA pools were strongly reduced. l-lysine supplementation upon glycerol depletion was associated with elevated malonyl-CoA levels, accelerated EPA formation (4.6-fold vs. control), and maintenance of an EPA/DPA ratio > 1.9. In contrast, a ketogenic amino-acid mix increased native lipids but reduced EPA selectivity. Transcriptomics revealed l-lysine‑dependent upregulation of acetyl‑CoA supply nodes (*ACL1*/*ACL2*, *ACS*, *ACC1*) and l-lysine catabolism (*KAT1*, *GCDH*, *UGA2*), together with induction of amino‑acid transporters and protein‑folding machinery. In fed‑batch processes, pulsed l-lysine selectively increased EPA to 405.5 mg L^-1^ (11.8% selectivity), with DPA at 321.5 mg L^-1^ and DHA at 14.0 mg L^-1^.

**Conclusions:**

Changes in acetyl-CoA and malonyl-CoA availability are strongly associated with EPA selectivity. Coupling modular PKS design with targeted precursor remodeling provides a versatile strategy to fine-tune product spectra in *Y. lipolytica* and related microbial PUFA cell factories.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-026-02950-x.

## Background

Long-chain omega-3 polyunsaturated fatty acids (ω‑3 PUFAs), including eicosapentaenoic acid (EPA, C20:5), docosapentaenoic acid (DPA, C22:5), and docosahexaenoic acid (DHA, C22:6), are essential nutrients that play key roles in cardiovascular, neural, and retinal health [1–5]. However, humans cannot synthesize ω‑3 PUFAs *de novo* and must obtain them from dietary sources, primarily marine fish oils [6]. The declining sustainability of marine resources has intensified efforts to establish renewable, scalable microbial production systems [7]. The oleaginous yeast *Y. lipolytica* has emerged as a robust microbial platform for the sustainable production of lipid-derived compounds [8]. It is a non-conventional yeast that is generally recognized as safe (GRAS). The organism shows high metabolic flexibility, a remarkable capacity for lipid accumulation, and efficient utilization of diverse carbon sources [9–11]. These attributes make *Y. lipolytica* an attractive host for producing high-value fatty acids (FAs), including PUFAs [12–14].

Traditional metabolic engineering of *Y. lipolytica* for ω‑3 PUFA production has primarily relied on the aerobic desaturase/elongase pathway [15]. This pathway converts C18 precursors through sequential desaturation and elongation steps into long-chain ω‑3 fatty acids, but it requires oxygen and large amounts of NAD(P)H, which can limit yield and scalability [16, 17]. An alternative, oxygen-independent strategy involves heterologous expression of polyketide synthase (PKS)-like PUFA synthases, which assemble long-chain PUFAs *de novo* from acetyl-CoA and malonyl-CoA precursors. PKS-based biosynthesis reduces cofactor demand and decouples ω-3 PUFA formation from the host’s native fatty acid metabolism, potentially allowing a more direct control over chain length and unsaturation. Recent advances have shown that *Y. lipolytica* can express PKS-like PUFA synthases from myxobacteria, enabling de novo DHA synthesis under oxygen-independent conditions [18]. This modular pathway bypasses the limitations of the classical desaturase/elongase system and allows tuning of chain domains from different bacterial origins, and domain swaps from different bacterial origins have been proposed to diversify ω-3 PUFA profiles. However, their characterization in *Y. lipolytica* is still limited. While PKS domain architecture defines the enzymatic potential for ω-3 chain elongation and termination, the intracellular availability of acetyl-CoA and malonyl-CoA may act as a key determinant of product selectivity. Recent work using isotopic tracing demonstrated that l-lysine catabolism contributes directly to acetyl-CoA supply in PKS-expressing *Y. lipolytica* [19], suggesting that precursor-level control could complement genetic design in impacting ω-3 product distributions.

Here, we investigate how PKS domain architecture and acetyl-/malonyl-CoA precursor remodeling through amino acid supplementation jointly influence ω-3 PUFA synthesis in *Y. lipolytica*. Using strains expressing single-species and hybrid PKS clusters, we identify architectures that expand the product range toward EPA and DPA. Integrated metabolomic and transcriptomic analyses reveal how l-lysine supplementation remodels CoA metabolism and central carbon flux to enhance ω-3 PUFA formation. Finally, fed-batch validation demonstrates that targeted l-lysine feeding for acetyl- and malonyl-CoA reinforcement provides a scalable strategy for tuning PKS-based ω-3 PUFA production.

## Results

### Domain-level hybridization redirects the PKS product spectrum toward EPA/DPA

We first benchmarked four PUFA synthase architectures in *Y. lipolytica*—two single-origin clusters (Af4: *Aetherobacter fasciculatus*; Mr1: *Minicystis rosea*) and two hybrids (Hyb1, Hyb6) (Fig. 1A–F). The Af4 strain, expressing the four-gene - *pfa1*, *pfa2*, *pfa3*, and *pp*t - cluster from *A. fasciculatus* as 20.2-kb genomic insert, functioned as a DHA specialist, producing 96.1 mg L^− 1^ DHA alongside endogenous C16 and C18 fatty acids (e.g. oleate 224.9 mg L^− 1^, linoleate 80.4 mg L^− 1^, palmitate 47.3 mg L^− 1^) (Fig. 1C). In contrast, strain Mr1, expressing the *M. rosea* cluster, lost DHA formation but shifted production to tri- and tetra-unsaturated ω-3/ω-6 species, albeit at low abundance (arachidonic acid (ARA) 5.1 mg L^− 1^, docosatrienoic acid (DTrA) 4.5 mg L^− 1^, docosatetraenoic acid (DTA) 3.7 mg L^− 1^, eicosatrienoic acid (ETrA) 2.7 mg L^− 1^; Fig. 1D).

**Fig. 1:**
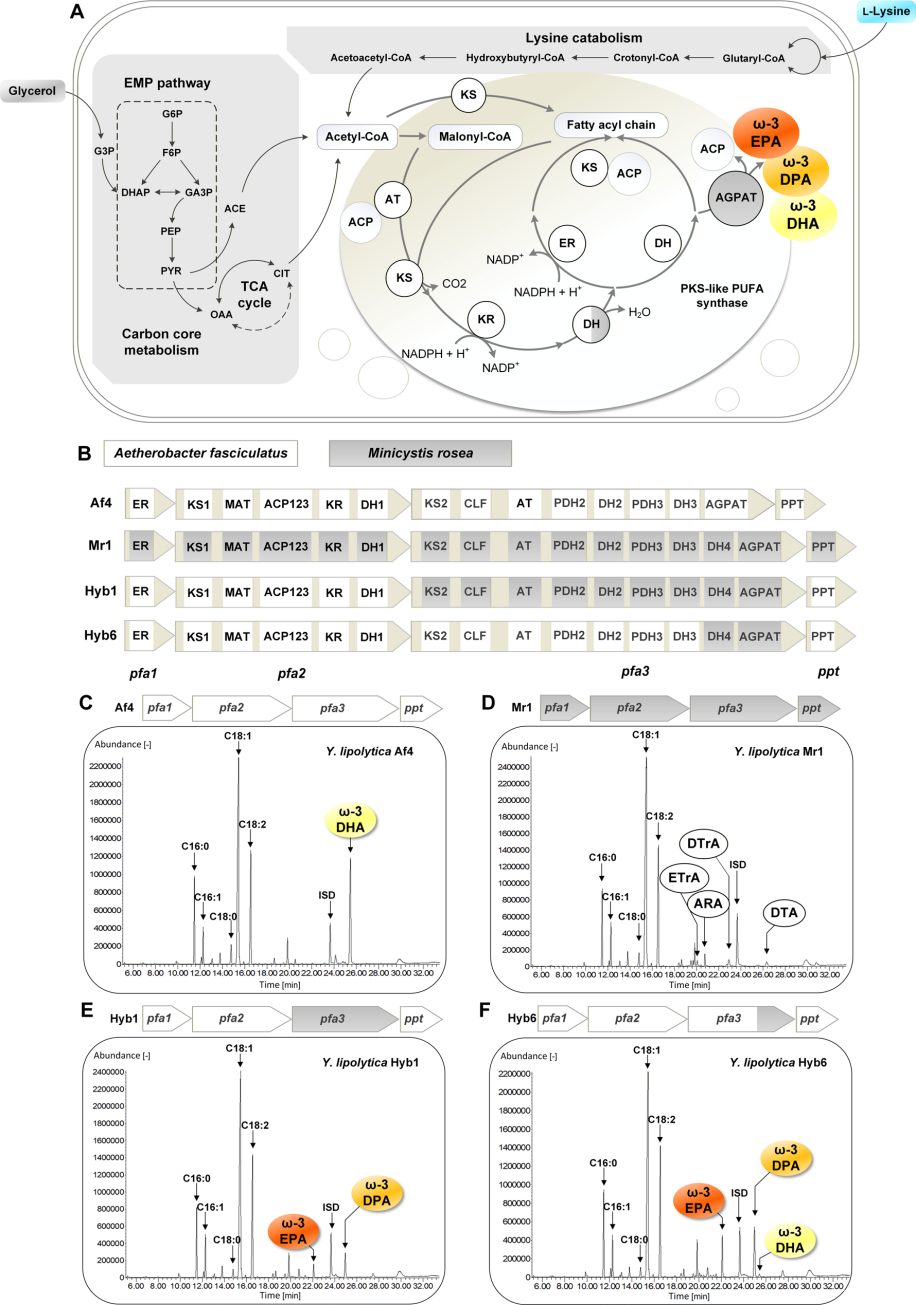
Hybrid PKS architecture determines the ω-3 PUFA product spectrum in *Y. lipolytica*.** A** Schematic representation of the PKS-based ω-3 PUFA biosynthetic pathway.** B** Schematic overview of single-origin (Af4, Mr1) and hybrid (Hyb1, Hyb6) PUFA synthase gene clusters derived from *Aetherobacter fasciculatus* and *Minicystis rosea*, highlighting domain composition and hybridization points.** C**–**F** Representative fatty acid profiles determined by GC–MS for strains Af4 (**C**), Mr1 (**D**), Hyb1 (**E**), and Hyb6 (**F**) during shake-flask cultivation, showing the distribution of ω-3 PUFAs (EPA, DPA, DHA) and native fatty acids. Hybridization of pfa3 domains (DH4 and AGPAT) redirected the product spectrum from DHA-dominant (Af4) toward EPA/DPA-dominant production (Hyb6). Data represent means ± SD of biological triplicates

Hybridization reprogrammed the PUFA spectrum. Strain Hyb1 (*pfa1*, *pfa2*, *ppt* from *A. fasciculatus* and *pfa3* from *M. rosea*) yielded penta-unsaturated ω-3 products, such as EPA (5.7 mg L^− 1^) and 14.7 mg L^− 1^ DPA as dominant species and no DHA (Fig. 1E). A more subtle domain swap in Hyb6—retaining the *A. fasciculatus* genes *pfa1*–*pfa2*–*ppt* and most of *pfa3* but replacing the *pfa3* domains DH4 and AGPAT with their *M. rosea* homologs—increased EPA to 18.3 mg L^− 1^, DPA to 38.8 mg L^− 1^, and DHA to 1.5 mg L^− 1^ (Fig. 1F). Relative to Hyb1, Hyb6 increased EPA 2.2-fold and DPA 1.6-fold while regaining DHA. These data identified *pfa3*—and specifically its encoded module DH4 and the termination module AGPAT—as key determinant for setting chain length and unsaturation balance, enabling simultaneous access to EPA and DPA in *Y. lipolytica*.

### Stationary-phase ω-3 accumulation emerges under severe CoA precursor limitation

In glycerol batch cultures of Hyb6 (220 mM glycerol), growth ceased after 24 h at 16.0 g L^− 1^ biomass with transient acetate accumulation (1.0 mM), while citrate remained undetectable (Fig. 2A). Native storage lipids reached 578.6 mg L^− 1^ at the end of the growth phase (24 h; Fig. 2B), coinciding with a sharp decline in intracellular acetyl-CoA and malonyl-CoA pools from 380.5 to 28.7 nmol g^− 1^ (− 92%) and from 20.6 to 0.4 nmol g^− 1^ (− 98%), respectively (Fig. 2C). Despite this severe precursor depletion, ω-3 PUFA synthesis initiated only after carbon depletion and entry into stationary phase. DPA accumulated first at 24 h, followed by EPA at 48 h and DHA at 96 h, reaching 39.8, 15.9, and 1.3 mg L^− 1^, respectively, by 120 h. During this period, endogenous lipids declined by approximately 30%, indicating mobilization of storage pools to support PUFA synthesis.

**Fig. 2:**
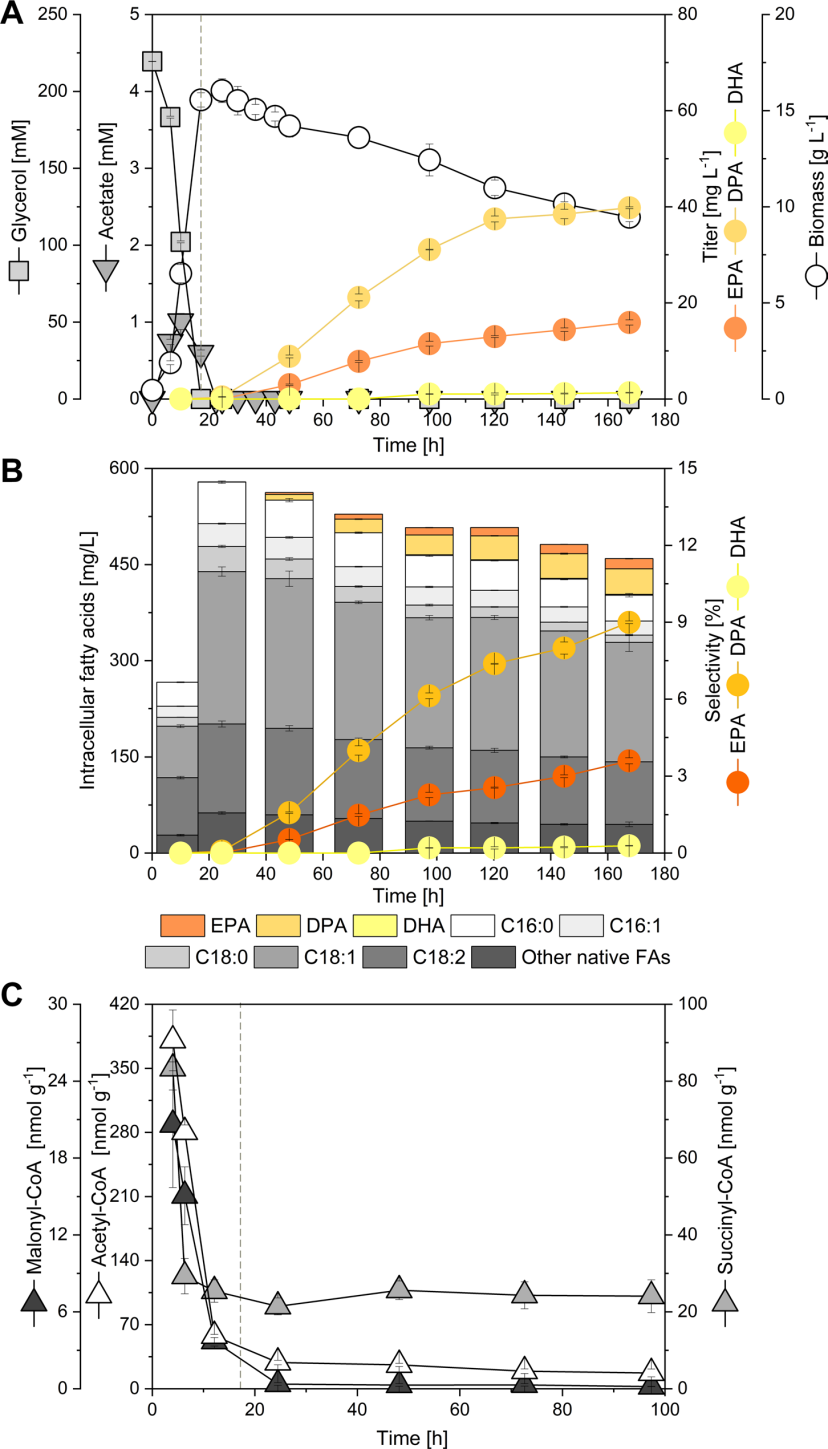
Stationary-phase ω-3 accumulation under CoA precursor limitation.** A** Growth and extracellular metabolite profiles of Hyb6 cultivated on glycerol (220 mM).** B** Time course of total native lipids and ω-3 fatty acids (DPA, EPA, DHA).** C** Intracellular acetyl-CoA and malonyl-CoA concentrations during growth and stationary phases. The onset of PKS-mediated ω-3 formation occurred after carbon depletion under severely reduced CoA pools. Dashed lines indicate the phases before and after glycerol depletion. Data represent mean ± SD (*n* = 3)

Other CoA intermediates exhibited characteristic trends: succinyl-CoA showed an early decline followed by stabilization, reflecting preserved TCA cycle activity (Fig. 2C), whereas short-chain acyl-CoA levels from β-oxidation and amino acid catabolism (e.g., butyryl-, crotonyl-, and propionyl-CoA) declined sharply (Additional file 1: Fig. S1). Glycerol supported higher lipid and ω-3 PUFA titers than glucose and accelerated CoA pool turnover (Additional file 1: Fig. S2). Collectively, these results reveal that ω-3 fatty acid formation in Hyb6 is temporally decoupled from bulk acetyl-CoA and malonyl-CoA abundance, proceeding under a regime of pronounced acetyl-/malonyl-CoA limitation characteristic of stationary-phase metabolism.

### l-lysine supplementation enhances CoA metabolism and selectively boosts EPA formation

Acetyl-CoA serves as a central precursor for fatty-acid and PUFA biosynthesis, and its intracellular availability can be replenished through degradation of ketogenic amino acids [20]. To explore whether this route could strengthen precursor supply and improve ω-3 PUFA synthesis, two supplementation strategies were tested: addition of 15 mM l-lysine alone or a mixture of l-lysine, l-leucine, and l-isoleucine (5 mM each) (Fig. 3). These amino acids enter central metabolism through distinct catabolic routes that converge at the acetyl-CoA pool, either directly (isoleucine) or via acetoacetyl-CoA intermediates (l-lysine, l-leucine), thereby potentially boosting flux toward lipid biosynthesis.

**Fig. 3:**
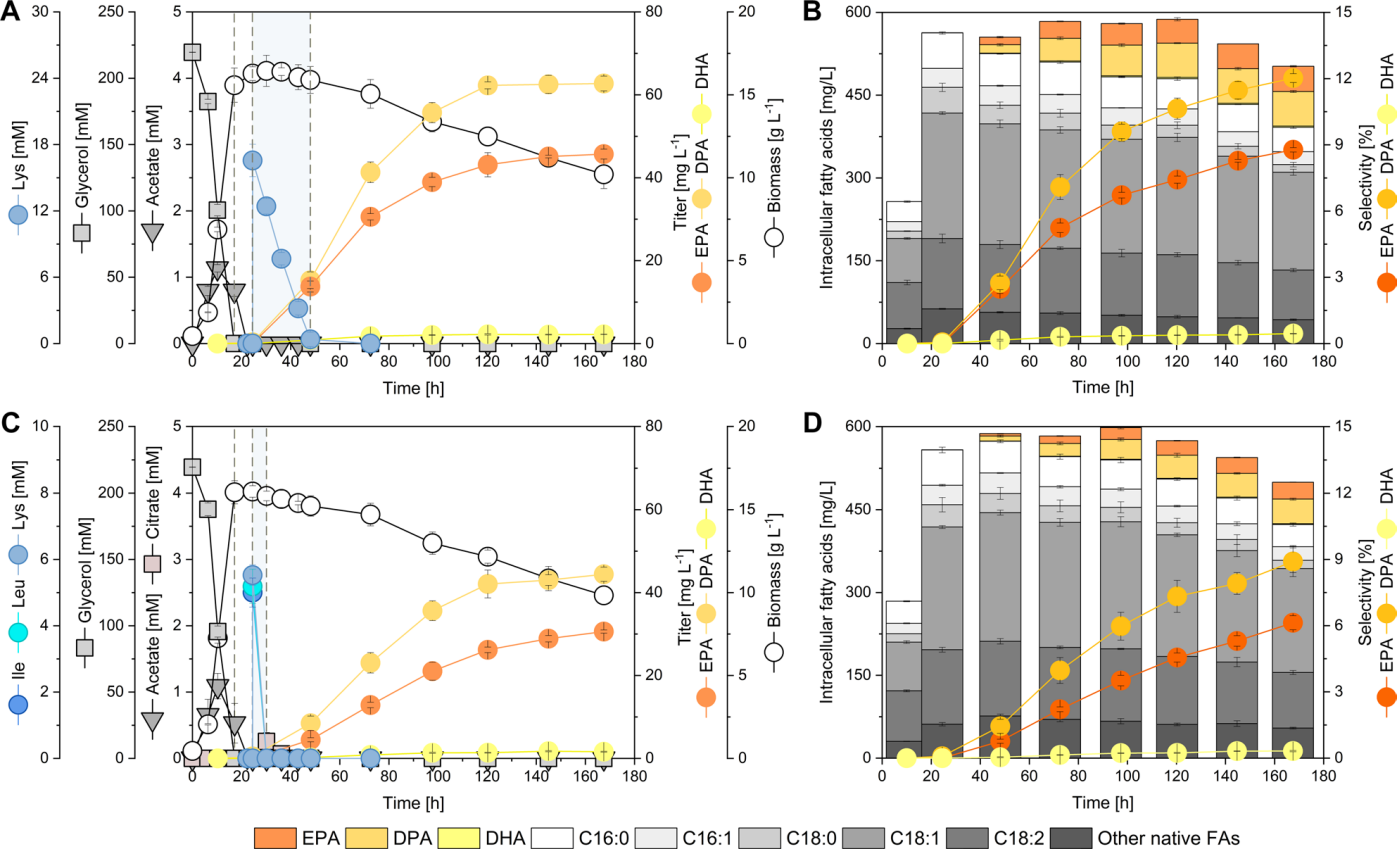
l-lysine and mixed ketogenic amino-acid supplementation alter ω-3 PUFA production.** A**,** B** ω-3 and native fatty-acid profiles after 15 mM l-lysine feeding at 24 h.** C**,** D** Corresponding data for the mixture of l-lysine, l-leucine, and l-isoleucine (5 mM each). l-lysine selectively increased EPA and DPA, whereas the mixture enhanced native lipid synthesis. The dashed lines mark the time points of glycerol depletion, amino acid addition and consumption of the latter, respectively. Values are means ± SD (*n* = 3)

Addition of l-lysine at 24 h, coinciding with glycerol depletion, caused a modest increase in biomass but produced a substantial increase in ω-3 PUFA accumulation. EPA and DPA reached 45.7 and 62.7 mg L^− 1^, respectively, while total fatty acids increased to 502.3 mg L^− 1^, approximately 9% above the unsupplemented control (Fig. 3A). The increase was mainly attributable to PUFAs, as native C16–C18 fatty acids remained nearly constant (Fig. 3B). Intracellular CoA profiling revealed a 2-fold rise in malonyl-CoA and a partial restoration of acetyl-CoA, consistent with enhanced conversion of acetyl-CoA into malonyl-CoA via acetyl-CoA carboxylase activity (Fig. 4A). EPA accumulation responded rapidly, reaching 4.6-fold of the control after 48 h, whereas DPA rose more gradually to a 2-fold maximum at 72 h (Fig. 4C). The EPA/DPA ratio peaked at 2.7 and remained above 1.9 throughout the production phase, indicating that l-lysine-associated acetyl-/malonyl-CoA availability is linked to preferential EPA formation over longer-chain products (Fig. 4D).

**Fig. 4:**
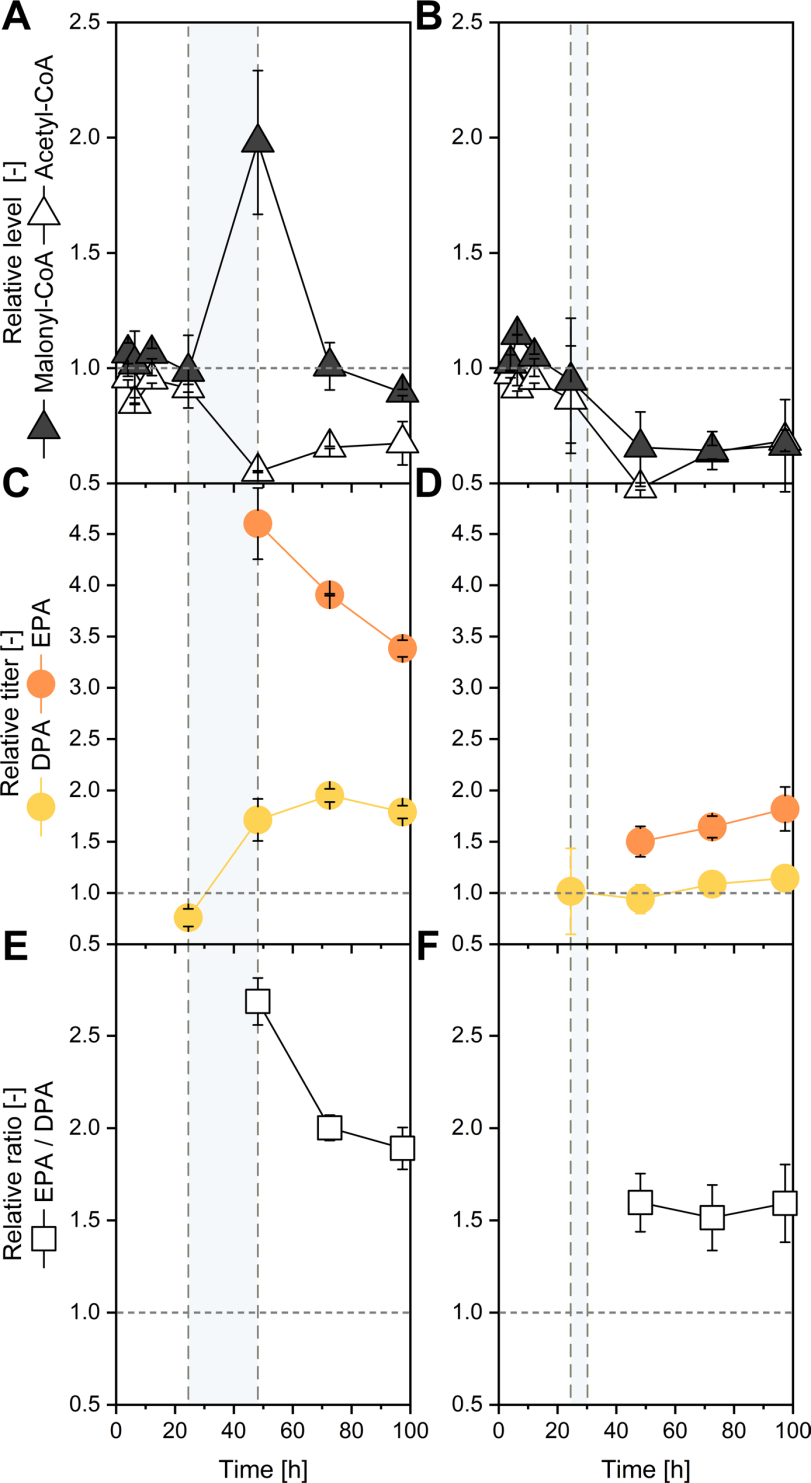
CoA precursor dynamics and EPA selectivity following amino-acid supplementation.** A**,** B** Intracellular acetyl-CoA and malonyl-CoA concentrations following supplementation with l-lysine (**A**) or a mixture of ketogenic amino acids (l-lysine, l-leucine, and l-isoleucine;** B** relative to the unsupplemented control.** C**,** E**) Time-resolved accumulation of EPA and DPA following -lysine supplementation** C** or supplementation with the ketogenic amino acid mixture (**E**).** D**,** F** Corresponding EPA/DPA ratios over time for l-lysine (**D**) and ketogenic amino acid mixture (**F**) supplementation. Relative titers are expressed as fold changes normalized to the unsupplemented control at the respective time point. Dashed lines indicate the time points of glycerol depletion, amino acid addition, and amino acid consumption. Data represent mean ± SD (*n* = 3)

In contrast, supplementation with the amino-acid mixture yielded a different metabolic response (Fig. 3C-D). EPA and DPA titers increased relative to the control but were lower than with l-lysine alone, whereas native lipid accumulation rose sharply to 423.2 mg L^− 1^, the highest among all tested conditions. Here, malonyl-CoA levels declined below control values (0.7-fold of the control at 48 h), suggesting diversion of acetyl-CoA toward lipid storage rather than PKS flux. EPA reached only 1.5-fold enhancement, with a nearly constant EPA/DPA ratio of 1.5–1.6 (Fig. 4B, D, F). These results indicate that the combined presence of leucine and isoleucine redirected carbon flux from PUFA formation toward general lipid biosynthesis, likely reflecting differences in how their catabolic products feed the TCA cycle and acetyl-CoA pool [19].

Both supplementation regimes promoted mobilization of storage lipids during the stationary phase, as indicated by enhanced turnover of endogenous fatty acids (Additional file 1: Fig. S3). However, only l-lysine supplementation yielded a strong and sustained stimulation of EPA formation together with elevated malonyl-CoA levels. Considering that l-lysine catabolism proceeds through the saccharopine pathway to glutaryl-CoA and ultimately acetyl-CoA, its sustained effect may derive from temporary l-lysine storage in the vacuole followed by gradual release into the cytosol, where it is converted to acetyl-CoA and supports continuous malonyl-CoA regeneration, thereby maintaining precursor availability even after external depletion [19]. Collectively, these data demonstrate that l-lysine supplementation provides an effective and inexpensive means to support continuous malonyl-CoA regeneration, consistent with sustained precursor supply even after external depletion.

### l-lysine and ketogenic amino acids induce distinct global transcriptional programs.

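Transcripts of Hyb6 were measured on 24 single-colour Agilent arrays, 3 biological replicates in each of 8 groups. The groups are unsupplemented reference cultures at 10 h, 48 h and 96 h, the l-lysine cultures at the same times, and the ketogenic mixture cultures at 48 h and 96 h. Supplements went in at 24 h, so the 10 h cultures of the l-lysine arm had not yet received any. Arrays held 57978 or 61657 spots, of which 1014 to 1258 were marked by the scanner software and 0 were saturated, and 92.2% to 99.9% of features lay well above background. The median standard error of a log2 fold change was 0.13. In data simulated at this size, with noise independent between genes, a log2 change of 1.5 was called for 84% of changed genes and a change of 2 for 88%. Shifts shared by the genes of an array were not simulated. The authors corrected and normalized the signals with limma and called genes at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. Here each array's deposited processed signal was taken to log2, its 75th percentile was subtracted, probes were averaged over the 6465 genes present on both array designs, and limma was fitted over all 8 groups with the same thresholds.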

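The scaling of the arrays moves many results. Slide as a fixed block moves several counts, such as 82 genes in place of 1755 lower with l-lysine at 96 h. With l-lysine, 91.4% of the called genes were higher at 48 h and 0.679% at 96 h, against 56.9% and 35.5% after quantile normalization. With the mixture these shares were 97.4% and 30%, against 68.5% and 43.1%. The median of all genes moved by 0.23 (48 h) and -0.34 (96 h) on the log2 scale with l-lysine and by 0.11 and -0.17 with the mixture, so fold changes below are read against those shifts. After quantile normalization the l-lysine medians were -0.09 and 0.10. The dimmest quartile of genes carried most of the shift, with medians of 1.37 and -2.06 under l-lysine. With slide as a fixed block these medians were 1.785 and -1.375, while the higher genes at 48 h went from 1443 to 774. The fall in its counts is therefore not a like fall in the folds. How far it comes from lost precision was not measured. The array identifiers carry no locus tags, so gene names were assigned by matching measured values to the authors' tables, which named 6213 of the 6465 genes. All mixture arrays share a slide that holds no reference array, so slide and mixture are fully confounded in those comparisons. Of the l-lysine arrays 7 are of the other design, among them all those of 96 h, and no reference array is. At 96 h design and l-lysine are therefore fully confounded as well, and at 48 h partly.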

Global transcriptome analyses were performed for *Y. lipolytica* Hyb6 cultures under three regimes (unsupplemented, l-lysine, and ketogenic amino acid mix) at logarithmic (10 h), early production (48 h), and late production (96 h) phases. 

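On the first component the 10 h cultures stood further from the later ones than the supplemented cultures stood from the reference. The first component held 70.6% of the variance and ran from the 10 h cultures (mean score -97.3, SD 29.8, for the reference and -131.3, SD 6.9, for the l-lysine arm, n = 3) to the 96 h reference (67.8, SD 2.3). At 48 h the l-lysine and mixture cultures scored alike on it (37, SD 16.3, and 36.9, SD 5.2), above the reference (6.8, SD 18.8). At 96 h the l-lysine cultures scored 21.2 (SD 8.5), below their 48 h mean, and the mixture cultures 58.9 (SD 8.1), above theirs. After quantile normalization l-lysine scored 33.2 (SD 2.6) at 96 h, above its 48 h mean of 15.3. The l-lysine cultures of 48 h stood apart on the third component, which held 4.98% of the variance: their mean score was 41.6 (SD 7.4), while no other group mean exceeded 8.1. The second component held 19.1% and set the l-lysine cultures above the reference at 48 h (23.3, SD 29.7, against -51.2, SD 31.4) and below it at 96 h (-52.9, SD 23.9, against 36.7, SD 3.9). Scores are from gene-centred log2 values and carry no test. After quantile normalization the order at 48 h on the first component changes to 15.3 (SD 2.8) for l-lysine, 28.4 (SD 6.3) for the mixture and 19.8 (SD 2.3) for the reference. On the third, l-lysine (25.9, SD 10.8) then lies near the reference (18.8, SD 4.3), and on the second, which held 11.4%, above it (42.3, SD 18.5, against -21.5, SD 8.1).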

Principal component analysis (PCA) revealed clear separation by supplementation condition and cultivation stage (Fig. 5A). 

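With entry into production without supplement, transcripts of many listed amino acid genes changed. From 10 h to 48 h, 7 of 9 listed genes for branched-chain amino acid breakdown rose, among them BCDH1 (log2 fold change 6.03, SE 0.157, adjusted p = 2.47e-16) and BCDH3 (5.94, SE 0.222), which encode subunits of the branched-chain ketoacid dehydrogenase. Amino acid biosynthesis went the other way, with 26 of 35 listed genes lower and 4 higher. In all, 1286 genes were higher and 1249 lower at 48 h than at 10 h in limma (1085 and 1157 after quantile normalization). From 48 h to 96 h the reference gained 1829 higher and 136 lower genes, of which 1360 higher genes fell in the dimmest quartile, while quantile normalization gives 624 higher and 494 lower. Both lists moved in a common direction (fry, adjusted p = 3.65e-15 for breakdown and 6.18e-11 for biosynthesis). Camera, which asks whether a list moves more than the other genes, called neither (estimated correlation between genes, adjusted p = 0.334). The listed genes come from the study's tables on these cultures and are not independent evidence. The study reads the first component as the passage from growth to production.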

The first component distinguished growth from production phases, reflecting extensive reprogramming upon transition to ω-3 synthesis, while later stages showed stabilization of expression profiles.

**Fig. 5:**
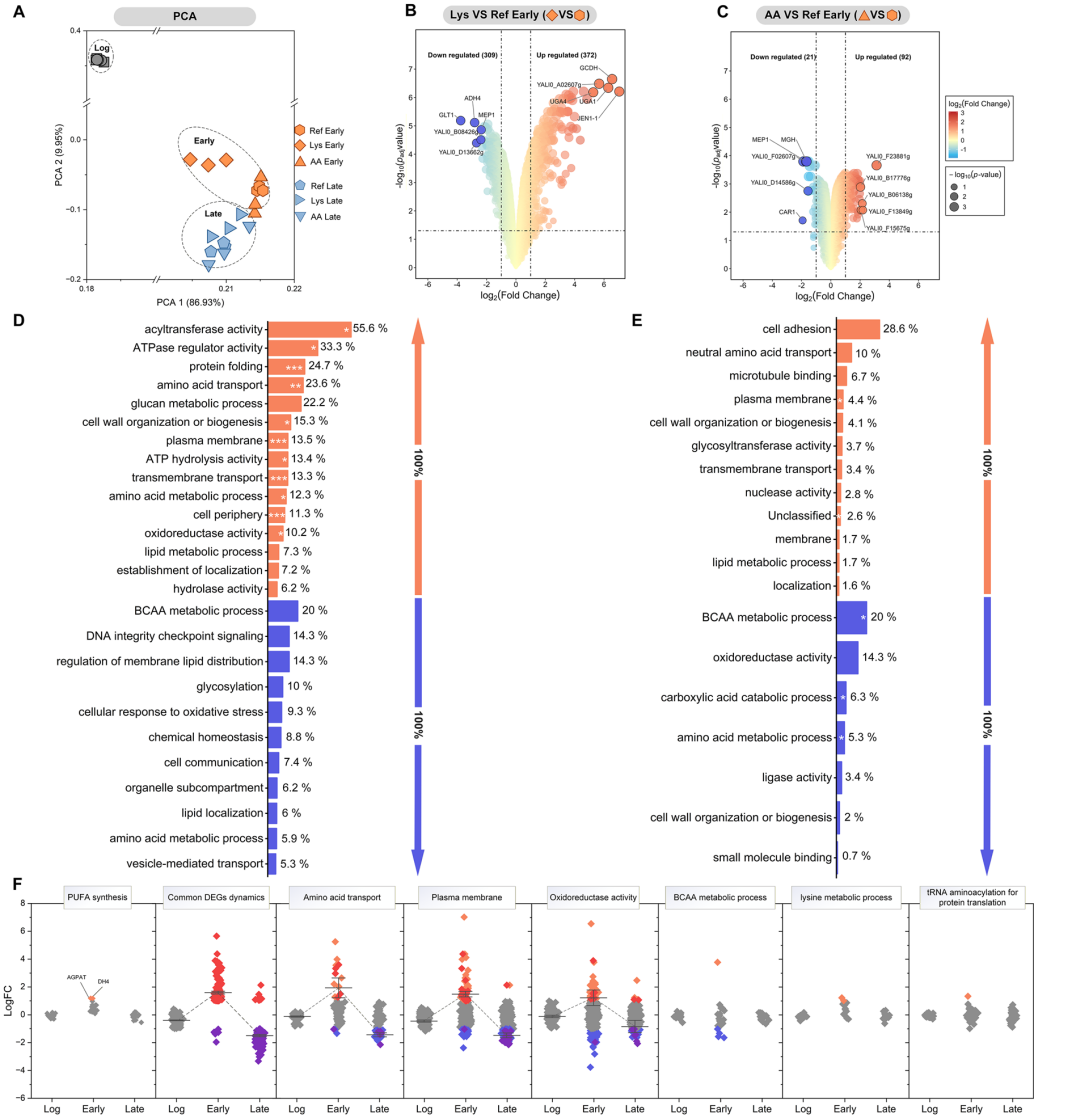
Global transcriptional responses to amino-acid supplementation.** A** Principal-component analysis (PCA) of transcriptomes showing separation by cultivation regime and phase.** B**,** C** Volcano plots of differentially expressed genes (DEGs) under l-lysine and ketogenic amino-acid supplementation (48 h).** D**,** E** Enriched Gene Ontology (GO) terms among up-regulated genes (orange) and down-regulated genes (blue).** F** Functional modules commonly affected by l-lysine supplementation. Only genes with adjusted *p* < 0.05 and |log₂FC| ≥ 1 were considered significant. Data represent mean ± SD (*n* = 3)

At 48 h, l-lysine supplementation triggered a broad transcriptional activation involving 681 differentially expressed genes (372 up- and 309 downregulated; Fig. 5B). 

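At 48 h l-lysine raised 19 of 35 listed amino acid biosynthesis genes, while amino acid degradation moved both ways. UGA4-6, a GABA permease homologue of the dimmest quartile, was higher (log2 fold change 6.96, SE 0.38, n = 3, adjusted p = 6.13e-11; 5.22 with normexp correction), and the GABA transaminase gene UGA1 (6.32, SE 0.127) and the D-amino acid oxidase gene DAO2 (4.09, SE 0.211) were higher as well. Of 40 listed degradation genes 11 were higher and 6 lower, enriched among the lower genes (Fisher's exact test, adjusted p = 0.00191) and not among the higher (0.535). Their median was 0.44, and the average of the list was shifted (fry, adjusted p = 2.56e-14), which does not mean that its members moved alike. Against the other genes the list was not called (camera, adjusted p = 0.5). None of the other listed biosynthesis genes passed. Among the 19 were MET6 (3.60, SE 0.419) and CYS3 (3.41, SE 0.2) of sulfur amino acid metabolism and GAPDH (2.52, SE 0.109). Across the genome 1443 genes were higher and 135 lower (limma), with the 3 arrays of each group apart for each of the genes just named. Another split of these 6 arrays, l-lysine replicate B with reference replicates A and B against the rest, called 1074 genes against 1578 in the real one, which points to a structure of the samples besides treatment. Quantile normalization called 676 higher and 512 lower genes, where those 676 higher genes were all among the 1443, and the 135 lower genes were all among the 512. A fit on the compared groups alone called 652 higher genes, and leaving out the dimmest quartile of genes left 476. The biosynthesis list was enriched among the higher genes (Fisher's exact test, adjusted p = 0.000441) and had a common direction (fry, adjusted p = 4.39e-07). It was not called against the other genes by camera (adjusted p = 0.5). Adjusted over the list alone, 19 members were again higher. The list comes from the study's tables and the paper does not say how it was chosen, so it is not taken as independent evidence.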

Enriched functional categories included acyltransferase and ATPase regulator activity, protein folding, and amino acid transport, consistent with intensified biosynthetic activity. 

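Genes for the branched-chain ketoacid dehydrogenase fell with l-lysine at 48 h. BCDH2 (log2 fold change -1.60, SE 0.149, adjusted p = 6.01e-08), BCDH1 (-1.57, SE 0.157, adjusted p = 1.54e-07) and BCDH3 (-1.19, SE 0.222, adjusted p = 0.000175) were lower, each with its 3 l-lysine arrays below the 3 reference arrays. The other 6 of the 9 listed genes did not pass, among them the isovaleryl-CoA dehydrogenase gene IVD (-0.77, SE 0.083) and the methylcrotonyl-CoA carboxylase gene MCC (-0.99, SE 0.211); the median of the list was -0.97. Among the genes with a symbol in the study's tables the lowest belong to glutamate metabolism: GLT1, for glutamate synthase (-3.39, SE 0.203), and GLDH1, for glutamate dehydrogenase (-2.14, SE 0.231). BCDH3 is not called with slide as a fixed block (-1.02, adjusted p = 0.0897) or with the median of the probes (-0.99). MCC is called after quantile normalization (-1.12, and -1.03 with normexp correction), median centring (-1.13), with the median of the probes (-1.12), and without reference replicate B (-1.01) or l-lysine replicate C (-1.03). The list had a common direction (fry, adjusted p = 9e-07) and was not called against the other genes (camera, adjusted p = 0.5). Adjusted over the list alone 3 members were lower. Checkpoint signalling and membrane lipid categories were not analysed here, since the genes carry no such annotation in the files.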

Downregulated genes were mainly associated with branched-chain amino acid (BCAA) metabolism, DNA integrity checkpoint signaling, and membrane lipid distribution (Fig. 5D). In contrast, the ketogenic amino acid mixture induced a narrower response (92 up- and 21 downregulated genes; Fig. 5C), mainly affecting cell adhesion, amino acid transport, and BCAA metabolism (Fig. 5E). 

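With the mixture, transcripts of some branched-chain amino acid breakdown genes were lower, and l-lysine breakdown genes were not called. The mixture arrays share a slide without reference arrays, so slide and mixture are not separated here. Of the 9 listed branched-chain genes 3 were lower: IVD (log2 fold change -1.42, SE 0.083, n = 3, adjusted p = 1.35e-08), MCC (-1.30, SE 0.211) and the branched-chain aminotransferase gene BCAT2 (-1.25, SE 0.095; -2.37 with the median of the probes). GLDH1 (-1.45, SE 0.231), GLT1 (-1.19, SE 0.203) and the arginase gene CAR1 (-1.75, SE 0.406) were lower as well, and of 40 listed amino acid degradation genes 5 were lower in all. Some uptake genes rose: 5 of 18 plasma membrane transporters, with GAP1-7 (2.10, SE 0.419) and MUP1-4 (1.88, SE 0.429), and 2 of 6 other transporters, with UGA4-6 (2.26, SE 0.38). The plasma membrane list had no common direction (median 0.45, fry, adjusted p = 0.0923, and 0.839 after quantile normalization). The other transporters had one (median 1.16, fry, adjusted p = 0.00581), and camera did not call them against the remaining genes (adjusted p = 0.594). Their median falls to 0.29 after quantile normalization, 0.59 with normexp correction and 0.18 with both. Genome-wide 527 genes were higher and 14 lower (limma), and 433 of the higher genes were in the dimmest quartile. The higher count depends on single arrays: without reference replicates A, B and C in turn it is 149, 215 and 907, and without mixture replicates A and C 348 and 202. Without mixture replicate A the lower count is 23. It falls to 100 in a fit on the compared groups and to 103 on the authors' own values, where UGA4-6 (0.63) and GAP1-7 (0.72) are not called. Quantile normalization gives 291 higher and 134 lower, and MUP1-4 is not called without reference replicate A (adjusted p = 0.0504). The branched-chain list fell as a group (median -0.72, fry, adjusted p = 5.94e-07), and against the other genes as well (camera, adjusted p = 0.007). Its genes come from the study's tables on these arrays.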

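Set against each other at 48 h, l-lysine gave 429 higher and 156 lower genes than the mixture. The lower count is 366 after quantile normalization and 267 without l-lysine replicate C, and the higher count is 945 on arrays of 1 design. The l-lysine cultures held far more UGA1 (log2 difference 7.07, SE 0.127, adjusted p = 1.14e-17), GCDH (6.59, SE 0.121) and UGA2 (4.77, SE 0.07). HSP90 was also higher (2.30, SE 0.19), whereas the branched-chain breakdown list as a whole did not differ by the test (median 0.12, fry, adjusted p = 0.205) and BCAT2 alone was higher in it (1.30, SE 0.095, and 2.38 with the median of the probes). The l-lysine dose was 15 mM in the l-lysine cultures and 5 mM within the mixture, so dose and companion amino acids are not separated, and the mixture arrays share a slide of their own. The study states that the mixture mainly affected cell adhesion, amino acid transport and branched-chain metabolism.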

Gene Ontology and KEGG enrichment confirmed that l-lysine stimulated degradation of amino acids and fatty acids, whereas the mixture primarily influenced BCAA metabolism and biosynthetic pathways (Fig. 5D, E, Additional file 1: Fig. S4). 

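Genes of the UGA4 group of GABA permease homologues were among those above the reference at 48 h and below it at 96 h with l-lysine. Of the 6 other transporters, which hold this group, 5 showed the pattern (adjusted p = 0.00992, Fisher's exact test), against 1129 of 6465 genes overall. That test takes genes of every signal level as background. In the dimmest quartile, which holds UGA4-6, 969 of 1617 genes were higher at 48 h and 1293 lower at 96 h. The enrichment was therefore not separated from low signal. Of the 18 plasma membrane transporters 7 did (adjusted p = 0.157), and the mitochondrial and vacuolar lists were not enriched either (adjusted p = 1 for each). UGA4-6 went from 6.96 (SE 0.38) at 48 h to -1.82 (SE 0.38) at 96 h, a difference between the time points of -8.78 (SE 0.538, adjusted p = 5.21e-10), although its 96 h value is -0.11 and not called after quantile normalization. For the 1129 genes, 391.7 would be expected were the calls independent, and 22 of them carry a symbol in the study's tables. The number rests on the scaling and on dim genes: 356 after quantile normalization, 346 in fits on the compared groups, 190 without the dimmest quartile and 63 with slide as a fixed block. Leaving out l-lysine 48 h replicate C gives 736. With the slide block the dimmest quartile still stood at 1.785 at 48 h and -1.375 at 96 h. The pattern is read against the reference of each time. In the dimmest quartile the reference itself rose by 2.153 from 48 h to 96 h within a slide, against -0.878 with l-lysine. Lower values at 96 h can therefore come in part from the reference. The difference between the time points, tested directly in limma, was lower at 96 h for 2444 genes and higher for 209 (1076 and 1170 after quantile normalization). Of its own, smaller set of genes with this pattern the study states a coordinated course against a global late decline.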

Despite the global decline in transcriptional activity during the late stationary phase, 115 genes exhibited coordinated expression dynamics: being upregulated early and repressed later. They comprised modules for amino acid transport, cell wall organization, and oxidoreductase activity. (Fig. 5F, Additional file 1: Fig. S5–S6). These data indicate that l-lysine supplementation elicits a broad adaptive program to sustain metabolic balance and protein homeostasis during production phase.

### l-lysine-driven metabolic rewiring enhances acetyl-CoA supply and supports ω-3 PUFA synthesis

Detailed analysis of central metabolic genes highlighted coordinated activation of acetyl-CoA generation, malonyl-CoA synthesis, and PKS-related processes (Fig. 6). At 48 h, l-lysine upregulated *ACS*, *ACL1*, *ACL2*, and *ACC1*, reinforcing acetate and citrate conversion to acetyl- and malonyl-CoA. 

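Of 8 listed genes for l-lysine breakdown 3 were higher with l-lysine at 48 h. GCDH, for glutaryl-CoA dehydrogenase, rose 103-fold (log2 fold change 6.68, SE 0.121, n = 3, adjusted p = 1.37e-17), UGA2, for succinate semialdehyde dehydrogenase, by 4.21 (SE 0.07, adjusted p = 5.75e-18) and KAT1 by 1.36 (SE 0.219, adjusted p = 3.96e-05). The other 5 did not pass, including the saccharopine pathway genes LYS1 (0.72, SE 0.226) and LYS9 (0.89, SE 0.222). LYS1 ran from 0.44 without l-lysine replicate C to 0.89 without replicate A. After quantile normalization LYS1 stood at 0.40 and LYS9 at 0.65. LYS1 passes with the median of the probes (1.00) and with array design as a block (1.04), and both pass on arrays of 1 design only (1.30 and 1.01). The response was transient: at 96 h GCDH (-0.33), UGA2 (-0.06) and KAT1 (0.18) were not called, and the change from 48 h was tested at -7.01 (adjusted p = 2.49e-15), -4.28 (1.87e-15) and -1.18 (0.00232), the last not called after median centring (-0.64). With the mixture 0 of the 8 genes were called (limma; 1 at an unadjusted p below 0.05), and KAT1 was higher with l-lysine than with the mixture (1.39, adjusted p = 3.46e-05). The list had a common direction (fry, adjusted p = 1.36e-15) and was not called against the other genes (camera, adjusted p = 0.5). Adjusted over the list alone 3 members were higher. The study concludes from these genes that l-lysine catabolism supplies acetyl-CoA.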

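Of the 16 domain probe sets of the myxobacterial PUFA synthase on both array designs 1 passed with l-lysine at 48 h, DHI3 (log2 fold change 1.17, SE 0.225, adjusted p = 0.000236). All were positive, down to 0.32 (SE 0.097) for ER, which turns to -0.04 after quantile normalization (-0.05 with normexp correction added). Many of these probe sets lie on the same gene, pfa2 or pfa3, so they are not 16 separate transcripts. The median was 0.59. DHI3 is not called after quantile normalization (0.76) or with slide as a fixed block (0.97, adjusted p = 0.108). The cluster had a common direction in limma's fry (adjusted p = 0.000693), which ends after quantile normalization (median 0.09, adjusted p = 0.252). Camera did not call it against the other genes (adjusted p = 0.5). With the mixture at 48 h 0 of the 16 were called (0 also at an unadjusted p below 0.05) and the median was 0.04. At 96 h with l-lysine the median was 0.40, with 0 called and 12 at an unadjusted p below 0.05. This median is 0.10 after quantile normalization and 0.24 to 0.60 on leaving out an array, the lowest without l-lysine replicate A and the highest without replicate C. With the mixture at 96 h all 16 were positive too, from 0.195 for CLF to 0.547 for DHI, each short of the threshold. The lean at 96 h was therefore not particular to l-lysine. The Minicystis rosea domains, which only the first array design carries, stood at 4.67 (MR-DH4) and 6.54 (MR-AGPAT) on the single l-lysine array of 48 h, against 3.37 (SD 0.152) and 5.46 (SD 0.085) on 3 reference arrays, with no test. Genes of linoleic acid synthesis were not analysed here.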

Genes of the heterologous PKS pathway were moderately induced, while those for endogenous linoleic-acid synthesis were elevated, suggesting redirected carbon flux from storage lipids toward PUFA formation. l-lysine degradation genes (*KAT1*, *UGA2*, *GCDH*) showed strong induction, confirming l-lysine catabolism as a key acetyl-CoA source, whereas l-leucine degradation was repressed. Upregulation of *ACAT1/2* supported interconversion between acetoacetyl-CoA and acetyl-CoA. These responses collectively increase precursor availability and are consistent with sustained ω-3 synthesis during production-phase metabolism. 

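Of the acetoacetyl-CoA thiolase genes, ACAT2 rose with l-lysine at 48 h (log2 fold change 1.34, SE 0.046, n = 3, adjusted p = 1.39e-13). ACAT1 was higher by 0.71 (SE 0.095, adjusted p = 4.78e-06), short of the threshold of 1. With the mixture ACAT1 was at -0.66 (SE 0.095) and ACAT2 at 0.51 (SE 0.046), both short of it. Compared directly, ACAT1 was higher with l-lysine than with the mixture (1.37, adjusted p = 1.43e-09), and ACAT2 differed by 0.83 (adjusted p = 7.74e-11). The tests are limma's, and ACAT1 stays short of the threshold in each scaling tried.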

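At 96 h the 9 genes of glycolysis and the tricarboxylic acid cycle that could be named in the study's tables leaned higher with l-lysine without passing. IDH2, for an isocitrate dehydrogenase subunit, was at 0.85 (log2 fold change, SE 0.1, n = 3, adjusted p = 6.32e-06), KGD1, for a 2-oxoglutarate dehydrogenase subunit, at 0.76 (SE 0.051), GAPDH at 0.72 (SE 0.109) and PGK at 0.67 (SE 0.191), with FBA1 (0.43), LPD1 (0.43), IDH3 (0.28), KGD2 (0.25) and CIT2 (0.22) closer to 0. After quantile normalization IDH2 (1.09) and PGK (1.12) pass, and after median centring these 2 (1.25 and 1.06), GAPDH (1.12) and KGD1 (1.155) do. With the mixture at 96 h IDH2 (0.54), GAPDH (0.51), KGD1 (0.35), KGD2 (0.26), LPD1 (0.11) and FBA1 (0.08) were positive too. PGK (-0.19), IDH3 (-0.03) and CIT2 (-0.003) were not. Several transporters were lower with l-lysine: 8 of 18 plasma membrane and 5 of 6 other amino acid transporters, with medians of -0.87 and -2.40. These medians turn to 0.005 and -0.81 after quantile normalization (-0.09 and -0.51 with normexp correction added). Across the genome 12 genes were higher and 1755 lower (limma), 1293 of the lower in the dimmest quartile. Quantile normalization called 343 higher and 623 lower, sharing 11 and 620 of them, and 37 genes passed in opposite directions. Slide as a fixed block called 82 lower genes, with the dimmest quartile still at a median of -1.375, against -2.061 without the block. All l-lysine arrays of 96 h are of another array design than the reference arrays. With the mixture 3 genes were higher and 7 lower (2059 at an unadjusted p below 0.05), against 22 and 29 after quantile normalization and 82 lower in a fit on the compared groups. Leaving out reference replicate C gives 0 higher, reference replicate B 7 higher and 1 lower, and mixture replicate A 66 lower. Both transporter lists fell as groups (fry, adjusted p = 0.000185 and 6.35e-05), and camera called neither against the other genes (adjusted p = 0.813 and 0.688). The common direction of the plasma membrane list ended after quantile normalization (fry, adjusted p = 0.205) and with normexp correction added to it (0.069). The study reads these patterns as kept energy supply with reduced nitrogen assimilation.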

At 96 h, expression patterns became more selective: most TCA cycle and glycolytic genes remained elevated, ensuring energy and redox balance, while nitrogen transporters were repressed, consistent with reduced assimilation. *ACC1* expression increased further, underscoring continued malonyl-CoA demand (Additional file 1: Fig. S6).

**Fig. 6:**
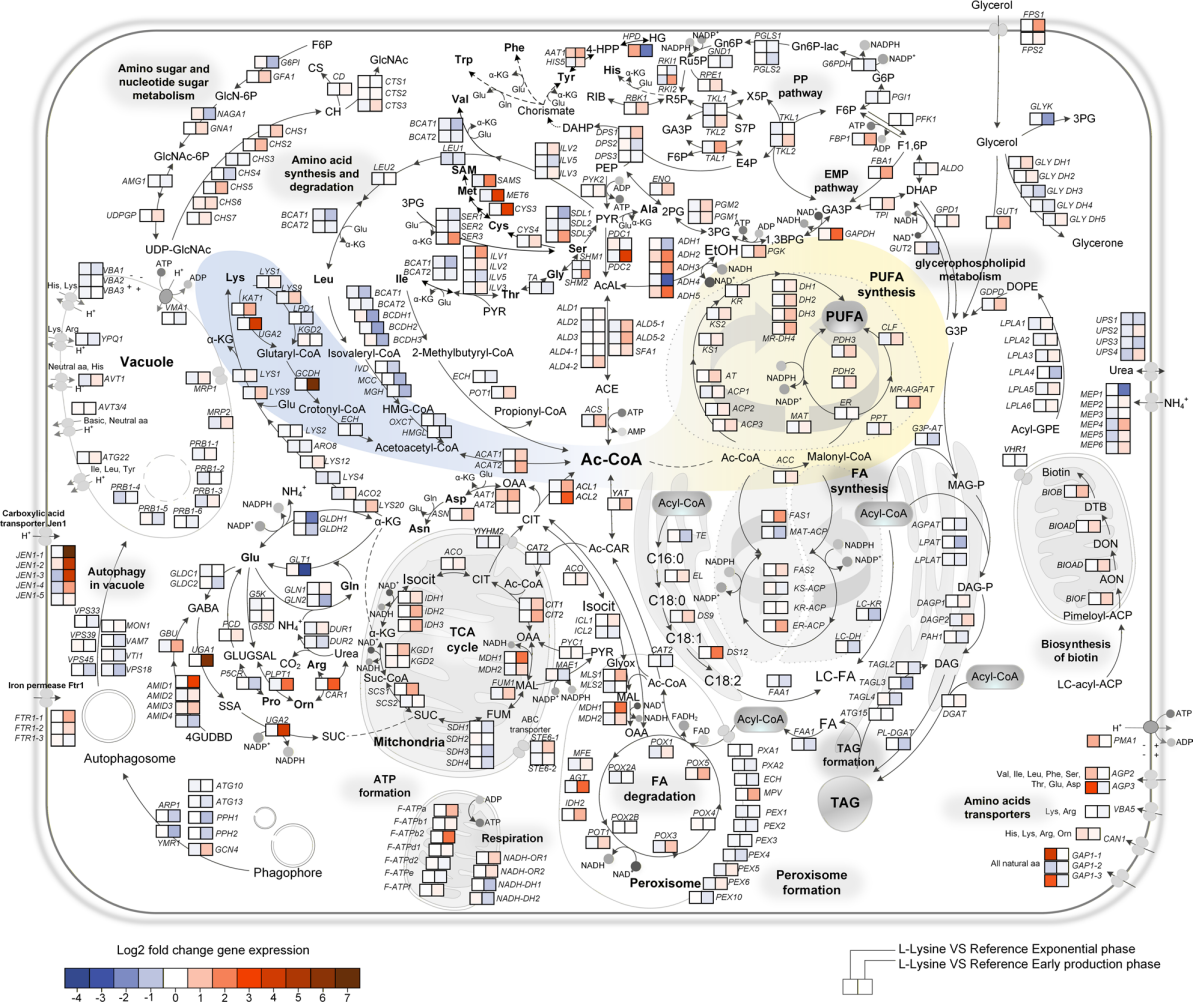
l-Lysine supplementation upregulates acetyl-/malonyl-CoA and amino-acid catabolism pathways. Expression changes of representative genes at 48 h. Upregulated genes include *ACL1/2*, *ACS*, *ACC1*, *KAT1*, *GCDH*, and *UGA2*, indicating reinforcement of acetyl-CoA generation via l-lysine degradation and citrate cycling. Data represent mean ± SD (*n* = 3)

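The 4 permease genes that the study gives as examples rose at 48 h with l-lysine, and 3 of them fell below the reference at 96 h. At 48 h GAP1-1 rose by 4.09 (log2 fold change, SE 0.243, n = 3, adjusted p = 1.84e-10), MUP1-4 by 3.84 (SE 0.429), ALP1 by 3.78 (SE 0.173) and AGP3 by 3.60 (SE 0.154, adjusted p = 2.58e-12). At 96 h MUP1-4 (-2.93, SE 0.429), ALP1 (-1.91, SE 0.173) and AGP3 (-1.48, SE 0.154) were lower, AGP3 turning to 0.35 after quantile normalization, whereas GAP1-1 stood at 0.14 (SE 0.243). The change between the time points was tested for each: MUP1-4 -6.77, ALP1 -5.68, AGP3 -5.08 and GAP1-1 -3.95, the weakest with adjusted p = 4.94e-08. At 48 h 10 of 18 plasma membrane transporters and all 6 other transporters were higher, against 1 of 3 mitochondrial and 0 of 11 vacuolar ones in limma (6 at an unadjusted p below 0.05). The plasma membrane list had a common direction (fry, adjusted p = 7.53e-09), as had the other transporters (1.71e-07). Camera called neither against the remaining genes (adjusted p = 0.5 for each). Counts adjusted over each list alone were 10 and 6. Genes and groups come from the study's own tables, whose values were seen beforehand, and the listed GAP1-6, MUP1-1, UGA4-2 and UGA4-7 could not be assigned. The study reads this regulation as a sign of strong uptake in early production.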

Stage-specific regulation of amino-acid transporters (e.g., *AGP3*, *ALP1*, *GAP1-1*, *MUP1-4*) indicated strong uptake in early production and downregulation during late stationary metabolism (Additional file 1: Tables S1-S2). 

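Of 31 listed folding genes 15 were higher with l-lysine at 48 h and 16 did not pass. Among the higher were the small heat-shock gene HSP42-2 (log2 fold change 5.04, SE 0.34, n = 3, adjusted p = 9.63e-10), HSP90 (2.67, SE 0.19, adjusted p = 1.8e-09), the HSP70 gene SSA4-1 (2.57, SE 0.141) and the mitochondrial co-chaperonin gene HSP10 (2.49, SE 0.117). With the mixture 1 of the 31 was higher. The list was enriched among higher genes (Fisher's exact test, adjusted p = 0.00482) and moved in a common direction (limma's fry, adjusted p = 2.7e-08). Camera did not call it against the other genes (adjusted p = 0.5). Adjusted over the list alone 15 were higher. The list is the study's own choice of representative genes, with no basis for the choice given, so it is not taken as independent evidence.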

Chaperones and transcription factors, including *HSPs*, *GCN4*, *RCO1*, and *OAF1*, were distinctly regulated, reflecting adjustments in protein folding, stress tolerance, and lipid control networks (Fig. 7).

**Fig. 7:**
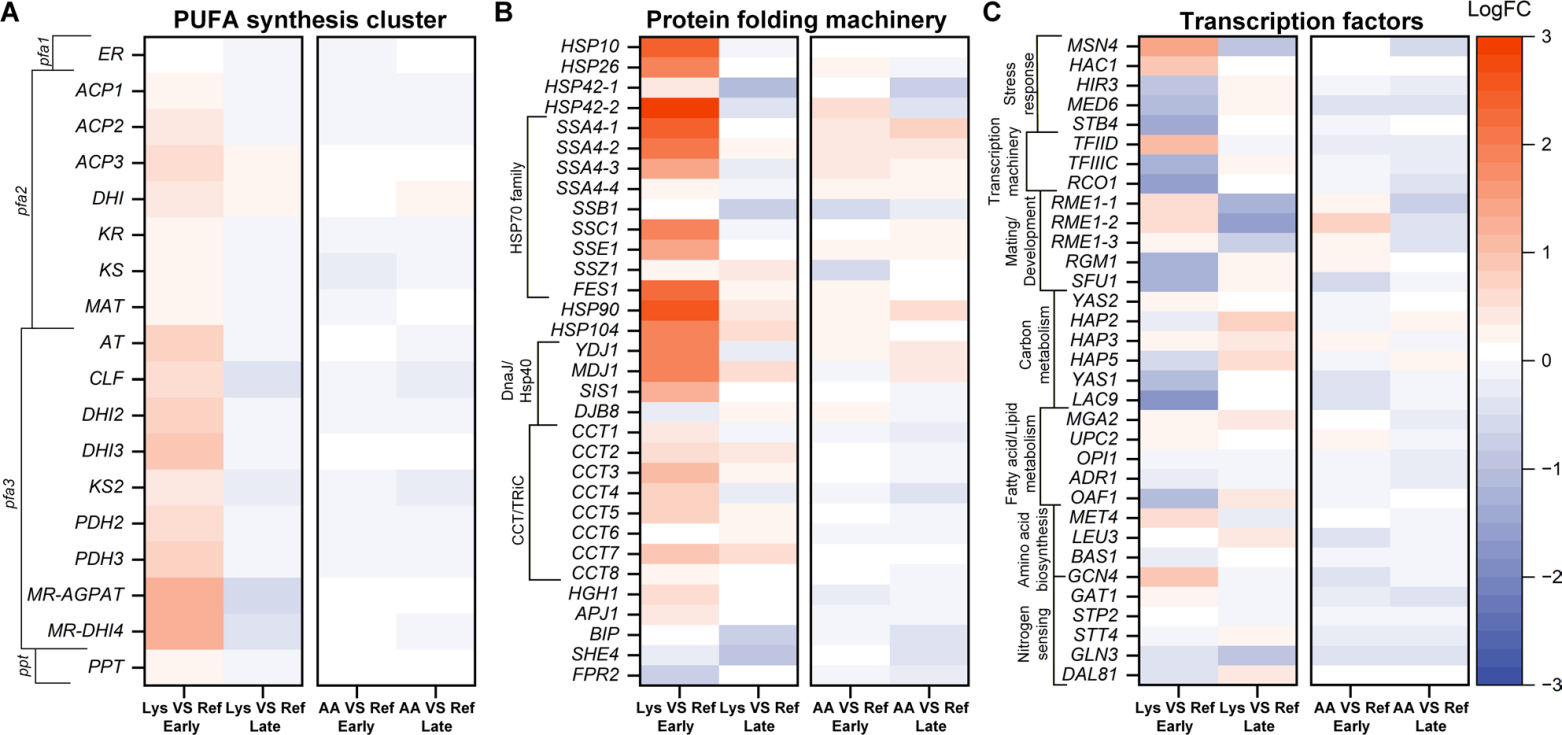
Transcriptional response of stress and regulatory networks under l-lysine feeding. Differential expression of genes encoding heat-shock proteins (HSPs), co-chaperones, and transcription factors (*GCN4*, *RCO1*, *OAF1*). Upregulation suggests enhanced protein-folding capacity and modulation of lipid-metabolic control. Data represent mean ± SD (*n* = 3)

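Among 32 transcription factor genes measured 5 were higher and 4 lower with l-lysine at 48 h. The stress regulator gene MSN4, in the dimmest quartile, rose (log2 fold change 3.50, SE 0.514, n = 3, adjusted p = 1.44e-05), by less after quantile normalization (2.57) and with normexp correction without (1.99) and with it (1.66), and HAC1, of the unfolded protein response, passed narrowly (1.03, SE 0.082). RCO1, for a histone deacetylase subunit, fell (-1.21, SE 0.124, adjusted p = 2.01e-07), though it is short of 1 in size with array design as a block (-0.99), slide as a fixed block (-0.92), normexp correction (-0.92) and on arrays of 1 design (-0.74). GCN4, the regulator of amino acid synthesis, was at 0.93 (SE 0.11, adjusted p = 1.08e-06) and the fatty acid regulator gene OAF1 at -0.78 (SE 0.082, adjusted p = 2.57e-07), both short of 1. GCN4 passes with the median of the probes (1.08), array design as a block (1.04), on arrays of 1 design (1.06) and without l-lysine replicate B (1.02). HAC1 falls short of 1 with quantile normalization (0.83, and 0.82 with normexp correction), median centring (0.88), the median of the probes (0.93), array design as a block (0.99), arrays of 1 design (0.97), slide as a fixed block (0.91) and without reference replicate C (0.97). The group had no common direction in limma's fry (median 0.06, adjusted p = 0.997), and its median turns to -0.17 after quantile normalization (adjusted p = 9.08e-05). The study proposes greater folding capacity and altered lipid control from these genes.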

Collectively, these data show that l-lysine supplementation activates a coordinated transcriptional program enhancing acetyl-/malonyl-CoA metabolism and PKS flux, thereby sustaining ω-3 PUFA biosynthesis under nutrient-limited, stationary-phase conditions.

### Fed-batch process validation confirms enhanced EPA selectivity

To evaluate the scalability of the l-lysine feeding strategy, we performed fed-batch fermentations of *Y. lipolytica* Hyb6 in small-scale bioreactors, comparing conditions with and without l-lysine supplementation (Fig. 8A, B). l-lysine, an inexpensive bulk chemical available from microbial fermentation of renewable raw materials [21], was supplied upon glycerol depletion (40 h post-inoculation) and again at 186 h.

**Fig. 8:**
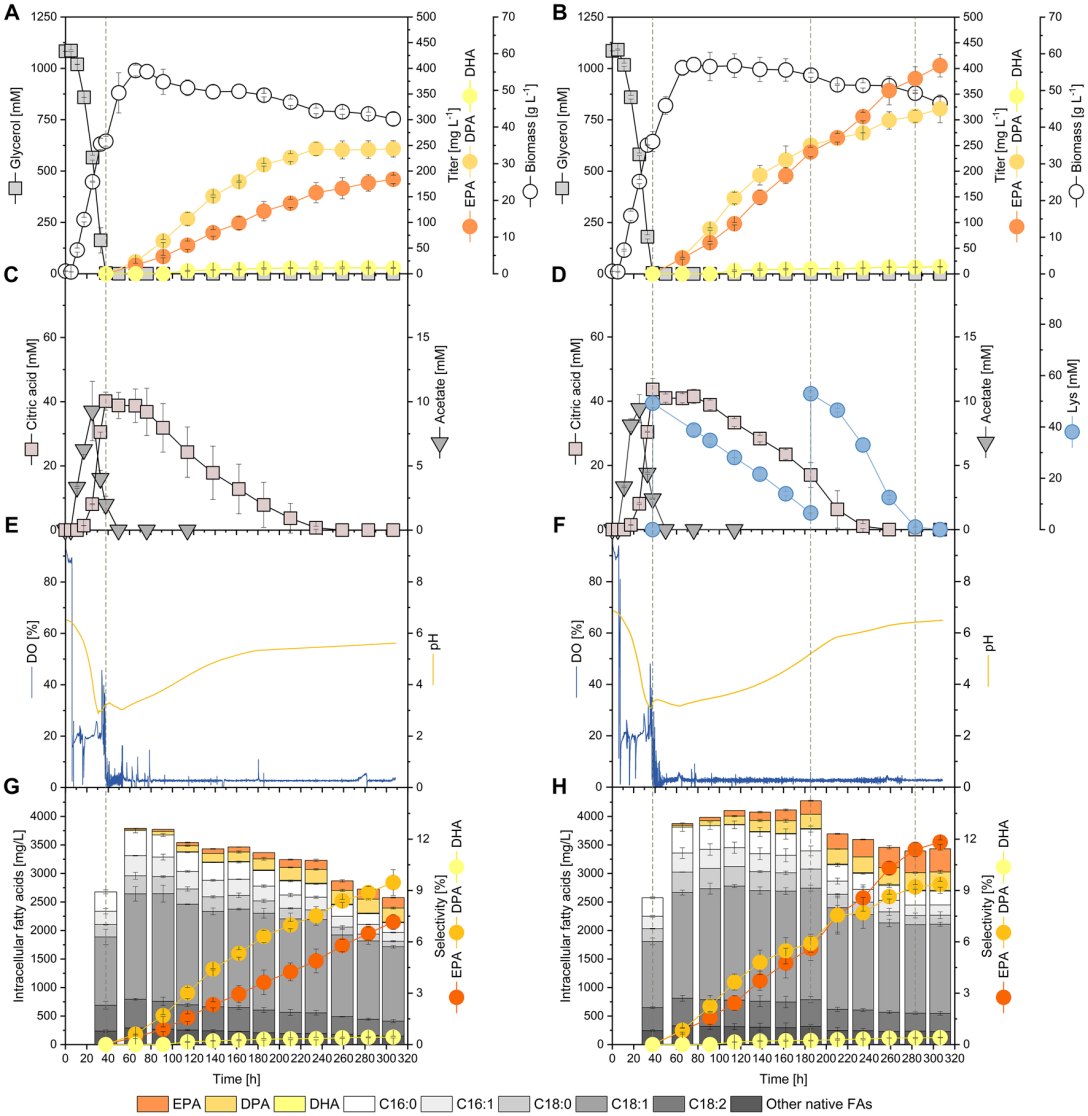
Fed-batch validation of l-lysine feeding strategy for ω-3 PUFA production.** A**,** B** Growth and glycerol consumption profiles.** C**,** D** Citrate and l-lysine uptake kinetics.** E**,** F** Dissolved oxygen (DO), agitation, and pH trends.** G**,** H** Fatty-acid composition during fermentation with and without l-lysine supplementation. l-lysine feeding maintained metabolic activity, stabilized citrate re-assimilation, and increased EPA selectivity from 7.2% to 11.8%. Values are means ± deviation (*n* = 2)

During the first feeding phase, l-lysine uptake proceeded steadily, while citrate secretion persisted in both conditions (Fig. 8C, D). Notably, Hyb6 co-consumed citrate and l-lysine, suggesting that the amino acid did not inhibit organic acid re-assimilation. Upon the second l-lysine injection, uptake was markedly faster—complete consumption occurred within 100 h, indicating a potential metabolic adaptation to amino acid utilization. Process monitoring indicated distinct physiological responses between the two fermentation setups (Fig. 8E, F). Dissolved oxygen (DO) was maintained at 20% during the biomass accumulation phase and lowered to 2.5% upon entry into the stationary phase to shift host metabolism toward lipid accumulation and minimize oxidative stress, while the oxygen-independent PKS-like PUFA synthase continued ω-3 FA production. In both conditions, pH dropped sharply to ~ 3.0 during the growth phase due to organic acid formation. Thereafter, pH gradually increased during the production phase but followed distinct trajectories: in the reference process without supplementation, pH recovery required NaOH addition and stabilized at approximately 5.6, whereas in the l-lysine-supplemented culture, pH increased autonomously to 6.5. This behavior is consistent with reduced acid overflow and enhanced citrate re-assimilation specifically in the l-lysine-fed culture.

Agitation speed, which was controlled in cascade with DO, also showed pronounced differences. In the reference setup, agitation declined progressively after the growth phase, reflecting reduced oxygen uptake and metabolic activity. By contrast, in the l-lysine–supplemented fermentation, agitation remained stable at ~ 280 rpm after biomass peaked at 76 h, indicating sustained oxygen demand and metabolic activity. This elevated level persisted until 260 h, when the second l-lysine feed was nearly depleted, after which agitation dropped rapidly to less than 200 rpm, coinciding with the slowdown in substrate uptake and metabolic rate. These dynamics suggest that l-lysine supplementation not only prolonged active metabolism but also maintained higher respiratory activity well into the stationary phase, likely contributing to the extended ω-3 FA production period observed in this process.

Lipid analysis revealed that l-lysine supplementation enhanced ω-3 FA accumulation (Fig. 8G, H). In the supplemented setup, EPA titers increased continuously and, after ~ 210 h, surpassed DPA as the dominant ω-3 FA species. Final EPA selectivity reached 11.8%, significantly higher than the control (7.2%), while DPA (9.4%) and DHA (0.4%) remained comparable to the reference. Compared to the reference process, the setup with l-lysine supplementation exhibited a modest increase in both biomass concentration and native fatty acid content, and accumulated 321.5 mg L^− 1^ DPA, 405.5 mg L^− 1^ EPA, and 14.0 mg L^− 1^ DHA by the end of fermentation, representing increases of 32.2%, 120.5%, and 25%, respectively (Table 1). These results show that reinforcing acetyl-/malonyl-CoA metabolism through nutrient feeding was associated with sustained ω-3 FA biosynthesis over extended fermentation and selectively enhanced EPA accumulation, achieving higher titers and improved product profiles without impairing citrate re-assimilation or process stability. Together, these findings link PKS architecture, precursor dynamics, and nutrient signaling to ω-3 product selectivity in *Y. lipolytica*, forming the basis for rational pathway and process design.

**Table 1:** Fatty-acid composition and titers in fed-batch fermentations of *Y. lipolytica* Hyb6 with and without l-lysine supplementation

	Reference without supplementation	l-lysine supplementation
Biomass [g_CDM_ L^− 1^]	42.2 ± 1.7	46.6 ± 1.7
EPA titer [mg L^− 1^]	183.9 ± 8.2	405.5 ± 22.1
EPA selectivity [% of TFAs]	7.2 ± 0.4	11.8 ± 0.1
EPA yield [mg g_CDM_^−1^]	4.4 ± 0.4	8.7 ± 0.3
EPA productivity [mg L^− 1^ d^− 1^]	24.5 ± 1.2	51.9 ± 8.5
DPA titer [mg L^− 1^]	243.2 ± 15.9	321.5 ± 26.7
DPA selectivity [% of TFAs]	9.5 ± 0.8	9.4 ± 0.2
DPA yield [mg g_CDM_^−1^]	5.7 ± 0.6	6.9 ± 0.4
DPA productivity [mg L^− 1^ d^− 1^]	45.0 ± 11.3	63.3 ± 6.6
DHA titer [mg L^− 1^]	11.2 ± 1.1	14.0 ± 0.4
DHA selectivity [% of TFAs]	0.4 ± 0.1	0.4 ± 0.0
DHA yield [mg g_CDM_^−1^]	0.3 ± 0.1	0.3 ± 0.0
DHA productivity [mg L^− 1^ d^− 1^]	5.9 ± 0.7	6.5 ± 1.1
EPA / DPA ratio	0.8 ± 0.0	1.3 ± 0.0
Native fatty acid titer [mg L^− 1^]	2138.6 ± 64.2	2691.4 ± 164.9

Concentrations of EPA, DPA, DHA, and total fatty acids are final values (mg L^− 1^) with standard deviations (*n* = 2). EPA selectivity (%) was calculated as the mass fraction of EPA in total fatty acids at the final time point

## Discussion

### PKS pathway builds on established ω-3 biosynthesis in *Y. lipolytica*

The polyketide-synthase (PKS) route for ω-3 fatty-acid production in *Y. lipolytica* has been previously established through the heterologous expression of myxobacterial clusters [18, 19]. These works demonstrated that PKS-type PUFA synthases can function efficiently in this host, enabling oxygen-independent biosynthesis of DHA and other long-chain PUFAs. The present study builds directly on this platform and extends it toward a mechanistic understanding of domain-level control and metabolic coupling. By systematically hybridizing modules between both parental clusters, we uncovered how specific elements within *pfa3* define chain length and unsaturation balance, and how precursor economy—particularly the availability of acetyl-CoA and malonyl-CoA—modulates the resulting product profile.

### Domain logic: pfa3 as a decisive spectrum control point

Benchmarking of single-origin (Af4, Mr1) and hybrid clusters (Hyb1, Hyb6) confirmed that PKS architecture dictates the ω-3 product spectrum in *Y. lipolytica*, consistent with previous analyses in myxobacteria and thraustochytrids [18, 22–24]. The Af4 cluster operates as a DHA specialist, whereas Hyb6, incorporating the *M. rosea* DH4 and AGPAT domains within the *A. fasciculatus* framework, shifted production toward EPA/DPA with only minor DHA levels. This outcome agrees with biochemical data showing that dehydratase/isomerase modules set double-bond cadence and number, while termination domains govern chain-length release [25–27]. Thus, *pfa3*—particularly its DH4 and AGPAT modules—acts as a gatekeeper that balances elongation and termination, enabling rational tuning of PUFA chain-length distributions through modular swaps.

### Precursor economy and selective EPA formation under l-lysine feeding

Our data indicate that changes in acetyl-CoA and malonyl-CoA availability are strongly associated with PKS selectivity. Because intracellular CoA esters exhibit rapid turnover, steady-state pool sizes do not directly report metabolic flux; accordingly, the observed changes in acetyl- and malonyl-CoA levels should be interpreted as correlational indicators rather than direct measurements of pathway flux.

In addition to precursor availability, several regulatory mechanisms may contribute to the observed shift in EPA selectivity. l-lysine supplementation alters cellular nitrogen status and amino-acid signaling, which are known to influence central carbon metabolism, lipid partitioning, and stress responses in oleaginous yeasts through nutrient-sensing pathways such as TOR and related regulatory networks [28, 29]. Moreover, regulation of acetyl-CoA carboxylase (ACC1) at the post-translational level, for example via Snf1/AMPK-mediated phosphorylation, can modulate malonyl-CoA supply independently of transcript abundance and thereby decouple enzyme activity from mRNA levels [30, 31]. In parallel, the strong induction of chaperones and protein homeostasis-related genes observed under l-lysine supplementation suggests that enhanced folding capacity and stress tolerance may influence the stability and activity of the large, multienzyme PKS complex, which is structurally sensitive to cellular proteostasis [32]. While these regulatory layers were not directly interrogated in the present study, they likely act in concert with precursor remodeling to shape PKS product selectivity during stationary-phase ω-3 PUFA production.

l-lysine supplementation at the onset of stationary phase selectively increased EPA relative to DPA, raised malonyl-CoA pools, and accelerated early EPA accumulation. This pattern likely reflects kinetic competition between the C20-to-C22 elongation cycle and chain termination near C20 on the iterative PKS, consistent with structural models of β-ketoacyl-ACP synthases where elongation can become rate-limiting at high intermediate occupancy [33–36].

Mechanistically, l-lysine catabolism through the saccharopine pathway replenishes acetyl-CoA via glutaryl-CoA, while its vacuolar storage and gradual cytosolic release provide a sustained internal source of precursor even after external depletion [19]. The resulting steady acetyl-CoA supply, together with transcriptional induction of *ACC1*, supports continuous malonyl-CoA regeneration and thereby supports sustained PKS activity throughout stationary-phase production.

The delayed onset of ω-3 PUFA synthesis until carbon depletion and entry into stationary phase, despite strongly reduced acetyl-CoA and malonyl-CoA pool sizes, is a striking feature of the PKS-based pathway in *Y. lipolytica*. Similar temporal decoupling between growth and PKS activity has been reported for native PUFA-producing microorganisms, including myxobacteria and thraustochytrids, where long-chain PUFA synthesis is frequently associated with late growth or stationary-phase metabolism rather than with maximal precursor availability [22–24, 37]. In these systems, PKS expression and activity are often linked to nutrient limitation, stress responses, or developmental programs.

In the present study, this behavior may additionally be influenced by regulatory properties of the expression system. The hp4d promoter used to drive PKS expression has been reported to exhibit increased activity during late exponential and stationary phases in *Y. lipolytica* [18, 19, 38, 39], which could contribute to the observed timing of ω-3 PUFA formation. 

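Transcripts of the synthase rose with entry into production in the unsupplemented cultures. All 16 domain probe sets of the cluster on both array designs, many of which lie on the same gene, were higher at 48 h than at 10 h. They ran from 3.04 (log2 fold change, SE 0.097, n = 3, adjusted p = 2.83e-15) for ER to 6.03 (SE 0.225, adjusted p = 2.68e-14) for DHI3. The Minicystis rosea domains, which only the first array design carries, went from -3.14 (SD 0.234) to 3.37 (SD 0.152) for MR-DH4 and from -1.46 (SD 0.084) to 5.46 (SD 0.085) for MR-AGPAT, in log2 units relative to the array's 75th percentile. The cluster moved as a group (limma's fry, adjusted p = 3.65e-15). Camera, which tests it against the other genes, did not call it (adjusted p = 0.334). Promoter activity itself was not measured, and the 10 h and 48 h cultures differ in age and carbon supply alike.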

Importantly, promoter timing and precursor availability are not mutually exclusive mechanisms: late induction of PKS expression coincides with a metabolic state characterized by storage lipid mobilization and dynamic acetyl-/malonyl-CoA recycling, enabling sustained PKS activity even under low steady-state precursor pools. Together, these factors are likely to cooperate to shape the stationary-phase dominance of ω-3 PUFA synthesis observed here.

In contrast, a mixed ketogenic amino-acid feed diverted acetyl-CoA toward native lipid synthesis, lowering malonyl-CoA and reducing ω-3 selectivity—consistent with global acetyl-CoA control of lipid partitioning [40]. Together, these results demonstrate that nutrient-driven reinforcement of acetyl-/malonyl-CoA metabolism, not just enzyme composition, determines ω-3 product selectivity in PKS-expressing *Y. lipolytica*.

### Systems response: transcriptional reinforcement of precursor and energy metabolism

Transcriptome data revealed a broad l-lysine-induced upregulation of acetyl-/malonyl-CoA-related genes (*ACL1*/*ACL2*, *ACS*, *ACC1*) and l-lysine catabolic enzymes (*KAT1*, *GCDH*, *UGA2*), indicating that exogenous l-lysine fuels cytosolic acetyl-CoA through both anabolic and catabolic routes [19]. Concomitant induction of amino-acid transporters and protein-folding machinery (HSPs) suggests increased amino-acid uptake and stabilization of the large PKS complex. The coordinated activation of ACL, ACS, and ACC1 establishes a reinforced acetyl-/malonyl-CoA cycle that links precursor generation with PKS activity, ensuring sustained supply during oxygen-limited stationary metabolism. Downregulation of SDH (succinate dehydrogenase) subunits implies reduced TCA oxidative flux to limit ROS formation while maintaining precursors, a feature observed in high-DHA *Schizochytrium* strains [37]. Although canonical NADPH-generating enzymes (G6PDH, GND1, MAE1) showed little transcriptional change, *Y. lipolytica* and other oleaginous yeasts frequently regulate NADPH supply via flux control in the oxidative PPP, NADP-IDH, or ALD6 routes [41, 42]. Enhanced ACL1/ACL2 activity may further promote NADPH regeneration via citrate cycling, reinforcing reductive balance under l-lysine feeding [43, 44]. Overall, l-lysine supplementation orchestrates a coherent reconfiguration of acetyl-CoA metabolism that is consistent with sustained PKS-driven ω-3 biosynthesis under CoA-limited production-phase conditions. Although the observed transcriptional changes are consistent with increased acetyl-CoA and malonyl-CoA supply, mRNA levels do not necessarily reflect enzyme activities; therefore, the transcriptomic data are interpreted as supportive evidence for metabolic reorganization rather than as direct measures of pathway flux.

#### Process translation: prolonged metabolic activity and stable citrate re-assimilation

Fed-batch validation confirmed that l-lysine feeding maintains metabolic activity, evidenced by stable agitation at constant DO and steady pH recovery without NaOH dosing. Importantly, citrate reassimilation occurred efficiently despite continued ω-3 synthesis, alleviating a long-standing challenge in *Y. lipolytica* processes where citrate overflow competes with lipid accumulation [45–47]. The ability of l-lysine feeding to extend the productive phase can be directly linked to sustained acetyl-/malonyl-CoA cycling and delayed depletion of vacuolar l-lysine stores, which together prevent early metabolic shutdown. Compared with the non-supplemented control, l-lysine feeding increased EPA selectivity from 7.2% to 11.8% and extended the productive phase with increased specific production rates up to 0.08 without compromising process stability (Additional file 1, Fig. S7). These outcomes complement prior high-EPA desaturase/elongase processes that rely on aerobic, nitrogen-limited regimes [12, 15, 24] and demonstrate that precursor-driven PKS steering can achieve comparable selectivity under oxygen-independent conditions.

##### Integration and outlook

This study refines and expands the PKS-based ω-3 platform pioneered in *Y. lipolytica* [18, 19, 38] by elucidating how domain-level engineering and precursor control interact to govern product selectivity. The combined evidence supports a dual-axis design framework that, on the genetic axis, utilizes rational swapping of DH and AGPAT domains in *pfa3* to preset chain length and unsaturation and, on the process axis, steers metabolism through nutrient feeds (e.g., l-lysine) that elevate malonyl-CoA and modulate redox balance without increasing storage lipids. Future work might integrate dynamic l-lysine feeding, quantitative redox analysis, and CRISPRa/i-based control of acetyl-CoA and malonyl-CoA nodes to enable real-time tuning between EPA- and DPA-dominated profiles. Isotopic tracing data from PKS-expressing *Y. lipolytica* already confirm l-lysine-derived carbon incorporation into acetyl-CoA and downstream lipids [19], providing direct mechanistic evidence that precursor remodeling underlies the observed selectivity shift.

Together, these strategies illustrate how metabolic context—via acetyl-/malonyl-CoA economy—rather than enzyme identity alone—can be exploited to optimize PKS-type ω-3 biosynthesis in industrial yeast systems. The approach thus bridges molecular engineering and process design, facilitating industrial translation of PKS-based ω-3 PUFA bioprocesses.

## Conclusions

This study establishes a dual control axis for ω-3 PUFA biosynthesis in *Y. lipolytica* by integrating polyketide synthase (PKS) domain engineering with acetyl-/malonyl-CoA precursor remodeling. Hybridization of PKS modules identified pfa3 as a key element defining ω-3 product range, while nutrient-induced reinforcement of precursor metabolism enabled selective enhancement of EPA formation. Time-resolved metabolomics revealed that ω-3 synthesis initiates under severe acetyl- and malonyl-CoA limitation, and that precursor replenishment—particularly through l-lysine catabolism—reactivates PKS activity and biases the product spectrum toward EPA. Transcriptomic data supported this mechanism, showing upregulation of ACL1/ACL2, ACS, ACC1, and l-lysine-degradation genes, collectively maintaining cytosolic acetyl- and malonyl-CoA supply. The sustained effect of l-lysine feeding likely results from transient vacuolar l-lysine storage and gradual release into the cytosol, ensuring continued acetyl-CoA formation and malonyl-CoA regeneration even after external depletion. This dynamic enables prolonged PKS activity and improved product selectivity in both shake-flask and fed-batch processes. Together, these results demonstrate a strong association between acetyl- and malonyl-CoA availability and EPA selectivity in PKS-based PUFA synthesis. Coupling modular PKS design with targeted precursor control represents a generalizable strategy to steer product spectra in microbial ω-3 PUFA factories, advancing scalable and sustainable production of tailored long-chain polyunsaturated fatty acids.

## Materials and methods

### Strains and media

Prototrophic *Y. lipolytica* strains Po1h::Af4, Po1h::Mr1, Po1h::Hyb1, and Po1h::Hyb6 were used in this study [18]. These strains express heterologous PKS-like polyunsaturated fatty acid (PUFA) synthase clusters from *A. fasciculatus* (SBSr002) and *M. rosea* (SBNa008) as previously described [20]. Strains were stored as glycerol stocks (25% v/v) at − 80 °C and freshly streaked on YPD agar plates before use. For cultivation, complex yeast extract–peptone–dextrose (YPD) and defined yeast nitrogen base (YNB) media were employed. YPD medium contained per liter: 21.8 g (110 mM) glucose monohydrate (Sigma-Aldrich, St. Louis, USA), 20 g peptone, and 10 g yeast extract (both from Becton Dickinson, Heidelberg, Germany). YNB medium contained per liter: 20.3 g (220 mM) glycerol, 5 g (NH_4_)_2_SO_4_, supplements and 200 mM MES buffer (pH 6.8) [19]. The YNB base was prepared by adding all components individually [39]. Vitamins and trace elements were added as described previously [19]. For solid media, agar was added to a final concentration of 20 g L^− 1^. Amino acid supplements were filter-sterilized and added as indicated. In shake-flask experiments, either 15 mM l-lysine or a ketogenic amino acid mixture consisting of 5 mM each of l-lysine, l-leucine, and l-isoleucine was applied. In fed-batch fermentations, l-lysine was added to a final concentration of 50 mM at the specified time points.

### Shake-flask batch cultivation

Shake-flask experiments were conducted to evaluate growth, lipid accumulation, and ω-3 PUFA production under defined conditions. *Y. lipolytica* strains were first streaked on YPD agar plates and incubated at 30 °C for 24 h. Single colonies were used to inoculate 25 mL YPD precultures in 250 mL baffled Erlenmeyer flasks and cultivated at 28 °C and 230 rpm in a humidified shaker (Multitron, Infors AG, Bottmingen, Switzerland) for 8 h. Cells were harvested by centrifugation (2,500 × *g*, 3 min, 23 °C) and resuspended to inoculate 50 mL YNB precultures in 500 mL baffled flasks at an initial OD_600_ of 0.1. After overnight cultivation under the same conditions, cells were collected by centrifugation and used to inoculate 50 mL YNB main cultures at an initial OD_600_ of 1.0. Cultures were incubated at 28 °C and 230 rpm with 80% relative humidity for up to 120 h. Amino acid supplements were added as sterile-filtered solutions at the indicated time points. For l-lysine supplementation, 15 mM l-lysine was added at 24 h, corresponding to the time of glycerol depletion. For ketogenic amino acid supplementation, 5 mM each of l-lysine, l-leucine, and l-isoleucine were added under the same conditions. All cultivations were performed in biological triplicates. Samples were withdrawn at defined intervals for measurement of optical density, extracellular metabolites, fatty acid composition, intracellular CoA thioesters, and global gene expression profiles.

### Fed-batch fermentation

Fed-batch fermentations were performed in 1 L bioreactors (DASGIP SR0700ODLS, Eppendorf, Hamburg, Germany) to evaluate process performance and scalability of ω-3 PUFA production with and without amino acid supplementation. Each reactor was initially filled with 300 mL of defined production medium containing per liter: 100 g glycerol, 10 g (NH_4_)_2_SO_4_, 500 mg MgSO_4_, 1 g KH_2_PO_4_, 100 mg CaCl_2_, 100 mg NaCl, 200 µg FeCl_3_, 3 mL vitamin solution, and 3 mL trace element solution. The vitamin solution comprised (per liter): 2 mg inositol, 400 µg calcium pantothenate, 400 µg niacin, 400 µg pyridoxine hydrochloride, 400 µg thiamine hydrochloride, 200 µg p-aminobenzoic acid, 200 µg riboflavin, 2 µg biotin, and 2 µg folic acid. The trace element solution contained (per liter): 400 µg ZnSO_4_, 500 µg boric acid, 400 µg MnSO_4_, 200 µg Na_2_MoO_4_, 100 µg NaI, and 40 µg CuSO_4_. The medium was buffered with 200 mM MES (pH 6.8). Precultures were prepared as described for shake-flask experiments. Briefly, single colonies were inoculated into 25 mL YPD medium in 250 mL flasks and grown for 8 h at 28 °C and 230 rpm. Cells were then transferred to 100 mL YPD in 1 L baffled flasks at an initial OD_600_ of 0.1 and cultivated overnight. The resulting culture was harvested and used to inoculate the bioreactors. Fermentations were carried out at 28 °C ± 0.1with aeration up to 1 vvm. Dissolved oxygen (DO) was maintained at ≥ 20% during the exponential growth phase and ≥ 2.5% during the production phase by automatically adjusting agitation speed (200–800 rpm). The pH was monitored using a 405-DPAS–SC–K8S/225 probe (Mettler Toledo, Giessen, Germany) and maintained above 3.0 ± 0.1 by automatic addition of 6 M NaOH. Antifoam 204 (Sigma-Aldrich) was added manually when necessary.

Two fermentation regimes were compared: (i) a reference process without amino acid supplementation, and (ii) a process with l-lysine feeding. For the supplemented condition, l-lysine·HCl was added manually to a final concentration of 50 mM when glycerol was depleted (after about 40 h) and again when the amino acid was exhausted ( after about 186 h). Samples were taken at defined time points for analysis of biomass, extracellular metabolites, and fatty acid composition. Each condition was performed in duplicate.

### Determination of cell concentration

Cell growth was monitored by measuring the optical density at 600 nm (OD_600_) using a spectrophotometer. Cell dry mass (CDM) was calculated from OD_600_) using the correlation CDM [g L^− 1^] = 0.424 × OD_600_, as established previously [19].

### Quantification of extracellular metabolites

Samples were centrifuged (13,300 × *g*, 3 min, 4 °C), and the supernatants were analyzed by HPLC (Agilent 1200 series, Waldbronn, Germany). Glucose, glycerol, citrate, and acetate were separated on an Aminex HPX-87 H column (300 × 7.8 mm, 9 μm, Bio-Rad, Hercules, USA) operated at 45 °C with 6 mM H_2_SO_4_ as mobile phase at a flow rate of 0.5 mL min^− 1^. Compounds were detected using a refractive index detector, and concentrations were quantified by external calibration with analytical standards.

### Fatty acid analysis

Cultures containing 5 mg CDM were sampled, centrifuged (10,000 × *g*, 5 min, 4 °C), and dried in a vacuum concentrator (Savant DNA 120 SpeedVac Concentrator, Thermo Scientific, 60 min, 65 °C) [19]. Then, 15 µg of n-3 heneicosapentaenoic acid methyl ester (HPA, C21:5) (Cayman Chemical, Ann Arbor, MI, USA) was added as an internal standard. Fatty acids were extracted and converted to fatty acid methyl esters (FAMEs) using 300 µL of transesterification reagent (50% methanol, 50% toluene, 2% H_2_SO_4_) and incubated overnight at 80 °C. After cooling, 250 µL of stopping solution (0.5 M NH_4_HCO_3_, 2 M KCl) was added, vortexed, and centrifuged (10,000 × g, 5 min, room temperature). The upper organic phase containing FAMEs was analyzed by GC–MS (Agilent 6890 N, Agilent Technologies) equipped with a HP-88 column (30 m × 0.25 mm × 0.2 μm). Helium 5.0 was used as carrier gas. The temperature program started at 110 °C (1 min hold) and increased to 240 °C at 4 °C min⁻¹. Injector, transfer line, ion source, and quadrupole temperatures were set to 250, 280, 230, and 150 °C, respectively. Analytes were identified by retention time and mass spectra compared with reference standards (Supelco 37 Component FAME Mix, pure EPA and DPA methyl esters, Sigma-Aldrich). For a fatty acid species X, selectivity (%) = 100 × (mass of FA_X / total fatty acids) at the indicated time point (final harvest for Table 1).

### Amino acid quantification.

Extracellular amino acids (l-lysine, l-leucine, l-isoleucine) were determined by HPLC after pre-column derivatization with *o*-phthalaldehyde (OPA). Separation was performed on a Gemini C18 column (150 × 4.6 mm, 5 μm; Phenomenex, Aschaffenburg, Germany) at 40 °C using a gradient of 40 mM NaH_2_PO_4_ buffer (pH 7.8) and 45% acetonitrile/45% methanol/10% water at a flow rate of 1.0 mL min^− 1^ [48]. Fluorescence detection was carried out at 340 nm (excitation) and 450 nm (emission). α-Aminobutyric acid (ABU) was used as internal standard.

### Intracellular CoA thioesters

CoA thioesters were extracted according to established protocols [49]. Biomass corresponding to 8 mg CDM was quenched in 95% acetonitrile containing 25 mM formic acid (− 20 °C) and spiked with ^13^C-labeled CoA internal standards. After 10 min incubation on ice, samples were centrifuged (12,000 × *g*, 4 °C, 10 min) and the supernatants diluted with ice-cold deionized water. Combined extracts were freeze-dried, resuspended in 25 mM ammonium formate buffer (pH 3.0, 2% methanol, 4 °C), and filtered. CoA species were separated and quantified by LC–ESI–MS/MS (Agilent 1290 Infinity, QTRAP 6500+, AB Sciex, Darmstadt, Germany) using a Kinetex XB-C18 column (100 × 2.1 mm, 2.6 μm, 100 Å; Phenomenex) and a gradient of 50 mM formic acid (pH 8.1, adjusted with 25% NH_4_OH) and methanol at 0.3 mL min^− 1^: 0–7 min, 0–10% B; 7–10 min, 10–100% B; 10–11 min, 100% B; 11–12 min, 100–0% B; 12–15 min, 0% B. Detection was performed in multiple reaction monitoring (MRM) mode using previously derived ion transitions [49]. All analytical measurements were conducted with at least three biological replicates.

### RNA extraction and quality assessment

Cells were harvested from 2 mL culture samples by centrifugation (16,000 × *g*, 4 °C, 30 s) and immediately frozen in liquid nitrogen [19]. Total RNA was extracted using the RiboPure RNA Purification Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Residual genomic DNA was removed by treatment with the TURBO DNA-free Kit (Thermo Fisher Scientific). RNA quantity and purity were determined spectrophotometrically (NanoDrop 1000, Thermo Fisher Scientific), and RNA integrity was verified using the RNA 6000 Nano Kit on an Agilent 2100 Bioanalyzer (Agilent Technologies). Only samples with RNA integrity numbers (RIN) greater than 8 were used for further analysis.

### Microarray design and hybridization

Global gene expression analysis was performed using a custom microarray (SurePrint G3 Custom GE 8 × 60 K, Agilent Technologies) [48]. The array design was generated with the eArray online tool (Agilent Technologies) based on the annotated genome of *Y. lipolytica* CLIB122 (assembly ASM252v1, CDS GCA_000002525.1) and the integrated myxobacterial PUFA cluster genes comprising 18 enzymatic domains, including MR-DH4 and MR-AGPAT from *Minicystis rosea* and the remaining domains from *Aetherobacter fasciculatus* [19]. Three 60 bp probes were designed per gene and randomly distributed on the array using Agilent SurePrint technology. Fifty nanograms of total RNA from each sample were used for reverse transcription and cRNA synthesis with the Low Input Quick Amp WT Labeling Kit (One-Color, Agilent Technologies). The resulting cRNA was purified with the RNeasy Mini Kit (Agilent Technologies) and labeled with Cy3 to a specific activity of at least 15 pmol Cy3 per µg cRNA. A total of 600 ng of labeled cRNA was hybridized to the array using the Gene Expression Hybridization Kit (Agilent Technologies). Hybridized slides were scanned with a SureScan Microarray Scanner (Agilent Technologies).

### Data processing and analysis

Raw fluorescence data were extracted and processed using the Feature Extraction Software (Agilent Technologies). Background correction, normalization, and statistical analysis were performed with the *limma* R package. Differentially expressed genes (DEGs) were identified by moderated *t*-tests with Benjamini–Hochberg false discovery rate (FDR) correction. Genes with adjusted *p*-values < 0.05 and absolute log₂ fold-change ≥ 1 were considered significantly regulated. Functional enrichment was analyzed using Gene Ontology (GO) and KEGG pathway annotations.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1. Additional file 1: Table S1. Log₂ fold changes of genes encoding amino acid transporters during the early and late stationary phases under l-lysine and ketogenic amino acid supplementation, relative to the control condition without supplementation. Adjusted *P*-value significance levels are indicated as follows: Table S2. Transporter orthologs in *Saccharomyces cerevisiae*, including functional descriptions and substrate specificities of the amino acid transporters listed in Table S1. Table S3. Functional description and locus tags of representative genes. Figure S1. Intracellular CoA thioester profiles during ω-3 polyunsaturated fatty acid (PUFA) production in recombinant *Y. lipolytica* Hyb6. Absolute concentrations were quantified by LC–MS/MS using ^13^C-labeled internal standards. Panels (A, B, C) show the reference cultivation without any supplementation. Panels (D, E, F) represent conditions with l-lysine supplementation, while (G, H, I) depict conditions with ketogenic amino acid supplementation. Data are presented as the mean ± standard error of the mean from three biological replicates. Figure S2. Production profiles and CoA pool dynamics in recombinant *Y. lipolytica* Hyb6 with glucose and glycerol as the sole carbon source. (A, B) Production of ω-3 PUFAs (EPA, DPA, DHA) in minimal medium with 110 mM glucose (A) or 220 mM glycerol (B) as the sole carbon source. (C–H) Intracellular CoA thioester dynamics measured over the same cultivations. (C, D) The abundance of acetyl-CoA, malonyl-CoA, and succinyl-CoA. (E, F) The abundance of butyryl-CoA, isovaleryl-CoA, and crotonyl-CoA. (G, H) The abundance of HMG-CoA, 3-hydroxybutyryl-CoA, and propionyl-CoA. (I, J) Cellular concentrations of native fatty acids and ω-3 FAs. EPA, eicosapentaenoic acid (C20:5); DPA, docosapentaenoic acid (C22:5); DHA, docosahexaenoic acid (C22:6); C18:0, stearic acid; C16:1, palmitoleic acid; C16:0, palmitic acid; C18:2, linoleic acid, C18:1, oleic acid; Other native fatty acids in low amounts, such as docosanoic acid (C22:0), tetracosanoic acid (C24:0), and hexacosanoic acid (C26:0), are given as summed fractions. The mean and standard error of three biological replicates are represented. Figure S3. Dynamics of the relative consumption rate of native fatty acids during glycerol-based cultivation. Data refers to cultures with l-lysine supplementation (A) or ketogenic amino acid supplementation (B), compared to the non-supplemented glycerol cultivation process. Data are shown as a percentage of total fatty acid consumption. Figure S4. Volcano plots comparing differential gene expression between supplemented and non-supplemented conditions during the late stationary phase. (A) llysine supplementation vs. control, (B) ketogenic amino acids supplementation vs. control. (C) Gene Ontology (GO) enrichment analysis using the Panther statistical overrepresentation tool, based on differentially expressed genes (DEGs) from (A), with an adjusted p-value < 0.05 and |log₂ fold change| ≥ 1. Plots show the proportion of DEGs in significantly enriched GO categories (orange for upregulated genes, blue for downregulated genes). Significantly enriched biological processes are indicated by asterisk (*FDR < 0.05, ** FDR < 0.01, *** FDR < 0.001). Figure S5. KEGG pathway enrichment analysis under amino acid supplementation. Differentially expressed genes (DEGs) with an adjusted p-value < 0.05 and |log₂ (fold change) | ≥ 1 were analyzed for their association with enriched pathways. Enrichment plots compare gene expression profiles between supplemented and non-supplemented conditions during the early production phase: (A) l-lysine supplementation vs. control, (B) ketogenic amino acid supplementation vs. control. Pathway ratios are calculated as GeneRatio / BgRatio, representing the proportion of DEGs within a given pathway. Significant pathway enrichment is indicated as follows: * *P* adj < 0.05, ** *P* adj < 0.01, *** *P* adj < 0.001. Figure S6. Transcriptional dynamics in central metabolism and supporting pathways of *Y. lipolytica* Hyb6 expressing a myxobacterial PKS-like synthase for PUFA production from glycerol. Gene expression was measured at three time points: exponential growth phase (10 h), early stationary phase (48 h), and late stationary phase (96 h) under l-lysine-supplemented conditions, compared to reference without supplementation. Data are the average of three biological replicates. The 350 genes analyzed represent key metabolic pathways involved in glycerol utilization, citrate and acetate metabolism, the EMP pathway, the pentose phosphate pathway, the TCA cycle, CoA ester metabolism, amino acid metabolism, lipid synthesis and breakdown, PUFA formation, and other supporting pathways. Full gene lists and raw data are available at the Gene Expression Omnibus (GEO). Abbreviations: 1,3BPG: 1,3-Bisphosphoglyceric acid; 2PG: 2-Phosphoglycerate; 3PG: 3-Phosphoglycerate; 4GUDBD: 4-Guanidinobutanamide; 4GUDBUTN: 4-Guanidinobutanoate; 4HPP: 4-Hydroxyphenylpyruvate; AcAL: Acetaldehyde; Ac-CAR: Acetyl-carnitine; ACE: Acetate; Acyl-GPE: Acyl-sn-glycero-3-phosphoethanolamine; AON: 8-Amino-7-oxononanoate; CIT: Citrate; CH: Chitin; CS: Chitosan; DAG: Diacylglycerol; DAG-P: Diacylglycerol phosphate; DAHP: 2-Dehydro-3-deoxy-D-arabino-heptonate 7-phosphate; DHAP: Dihydroxyacetone phosphate; DON: 7,8-Diamino-nonanoate; DOPE: sn-Glycerol-3-phosphoethanolamine; DTB: Dethiobiotin; E4P: Erythrose 4-phosphate; F1,6P: Fructose 1,6-bisphosphate; F6P: Fructose 6-phosphate; FUM: Fumarate; G3P: Glycerol-3-phosphate; G6P: Glucose 6-phosphate; GA3P: Glyceraldehyde 3-phosphate; GABA: γ-Aminobutyric acid; GlcNAc: N-Acetylglucosamine; GlcN-6P: Glucosamine-6-phosphate; GlcNAc-6P: N-Acetylglucosamine-6-phosphate; GLUGSAL: L-Glutamate 5-semialdehyde; Gn6P: Gluconate 6-phosphate; Gn6P-lac: D-Glucono-1,5-lactone 6-phosphate; HG: Homogentisate; Isocit: Isocitrate; LC-FA: Long-chain fatty acids; MAG-P: Monoacylglycerol phosphate; MAL: Malate; OAA: Oxaloacetate; PEP: Phosphoenolpyruvate; PYR: Pyruvate; R5P: Ribose 5-phosphate; RIB: Ribose; Ru5P: Ribulose 5-phosphate; S7P: Sedoheptulose 7-phosphate; SSA: Succinate semialdehyde; SUC: Succinate; TAG: Triacylglycerol; UDP-GlcNAc: Uridine 5′-diphospho-N-acetylglucosamine; X5P: Xylulose 5-phosphate; α-KG: α-Ketoglutarate. Figure S7. Correlation between EPA/DPA ratio and specific product formation rate (q_p_) during fed-batch fermentations. The EPA/DPA ratio is shown on the x-axis, with corresponding q values on the y-axis. Both reference and l-lysine-supplemented conditions from Fig. 8 are represented. The data highlight the relationship between the EPA/DPA ratio and product yield during the fermentation process. Data represent mean ± deviation (*n* = 2).

## Data Availability

All data are included in this article and its supplementary files. The transcriptome dataset has been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE310359.

# Supplementary material for: Acetyl- and malonyl-CoA availability drive EPA selectivity in polyketide synthase-engineered Yarrowia lipolytica
**Source:** Microb Cell Fact. 2026 Mar 4;25:88. doi: 10.1186/s12934-026-02950-x
**Supplement:** Supplementary file 1 — Supplementary Material 1. Additional file 1: Table S1. Log₂ fold changes of genes encoding amino acid transporters during the early and late stationary phases under l-lysine and ketogenic amino acid supplementation, relative to the control condition without supplementation. Adjusted P-value significance levels are indicated as follows: Table S2. Transporter orthologs in Saccharomyces cerevisiae, including functional descriptions and substrate specificities of the amino acid transporters listed in Table S1. Table S3. Functional description and locus tags of representative genes. Figure S1. Intracellular CoA thioester profiles during ω-3 polyunsaturated fatty acid (PUFA) production in recombinant Y. lipolytica Hyb6. Absolute concentrations were quantified by LC–MS/MS using 13C-labeled internal standards. Panels (A, B, C) show the reference cultivation without any supplementation. Panels (D, E, F) represent conditions with l-lysine supplementation, while (G, H, I) depict conditions with ketogenic amino acid supplementation. Data are presented as the mean ± standard error of the mean from three biological replicates. Figure S2. Production profiles and CoA pool dynamics in recombinant Y. lipolytica Hyb6 with glucose and glycerol as the sole carbon source. (A, B) Production of ω-3 PUFAs (EPA, DPA, DHA) in minimal medium with 110 mM glucose (A) or 220 mM glycerol (B) as the sole carbon source. (C–H) Intracellular CoA thioester dynamics measured over the same cultivations. (C, D) The abundance of acetyl-CoA, malonyl-CoA, and succinyl-CoA. (E, F) The abundance of butyryl-CoA, isovaleryl-CoA, and crotonyl-CoA. (G, H) The abundance of HMG-CoA, 3-hydroxybutyryl-CoA, and propionyl-CoA. (I, J) Cellular concentrations of native fatty acids and ω-3 FAs. EPA, eicosapentaenoic acid (C20:5); DPA, docosapentaenoic acid (C22:5); DHA, docosahexaenoic acid (C22:6); C18:0, stearic acid; C16:1, palmitoleic acid; C16:0, palmitic acid; C18:2, linoleic acid, C18:1, oleic acid; Other native fat

**Additional file 1 to**

**Acetyl- and malonyl-CoA availability drive EPA selectivity in polyketide synthase-engineered *Yarrowia lipolytica***

### Hang Qi^1^, Fabian Ries^1^, Sofija Jovanovic Gasovic^1^, Demian Dietrich^1^, Katja Gemperlein^2^, Rolf Müller^2^, Michael Kohlstedt^1^, and Christoph Wittmann^1#^

###

###

**Table S1. Log₂ fold changes of genes encoding amino acid transporters during the early and late stationary phases under L-lysine and ketogenic amino acid supplementation, relative to the control condition without supplementation.** Data represent mean ± SD (n = 3).

Adjusted *P*-value significance levels are indicated as follows:

**Table S2. Transporter orthologs in *Saccharomyces cerevisiae*, including functional descriptions and substrate specificities of the amino acid transporters listed in Table S1.**

**Table S3. Functional description and locus tags of representative genes.**

| **Protein folding machinery** | | |
| --- | --- | --- |
| **Gene symbol** | **Functional description** | **Locus tag** |
| \| *HSP10* \| \| --- \| \| *HSP26* \| \| *HSP42-1* \| \| *HSP42-2* \| \| *SSA4-1* \| \| *SSA4-2* \| \| *SSA4-3* \| \| *SSA4-4* \| \| *SSB1* \| \| *SSC1* \| \| *SSE1 SSZ1* \| \| *FES1* \| \| *HSP90* \| \| *HSP104* \| \| *YDJ1* \| \|  \| \| *MDJ1* \| \| *SIS1* \| \| *DJB8* \| \| *CCT1* \| \| *CCT2* \| \| *CCT3* \| \| *CCT4* \| \| *CCT5* \| \| *CCT6* \| \| *CCT7* \| \| *CCT8* \| \| *HGH1* \| \| *APJ1* \| \| *BIP* \| \| *SHE4* \| \| *FPR2* \| | \| 10 kDa heat shock protein 10 \| \| --- \| \| 22.7 kDa class IV heat shock protein 26 \| \| Heat shock protein 42 \| \| Heat shock protein 42 \| \| Heat shock protein 70 Ssa4 \| \| Heat shock protein 70 Ssa4 \| \| Heat shock protein 70 Ssa4 \| \| Heat shock protein 70 Ssa4 \| \| Ribosome-associated molecular chaperone Ssb1 \| \| Heat shock protein Ssc1 \| \| Heat shock protein Sse1 \| \| Ribosome-associated complex subunit Ssz1 \| \| Hsp70 nucleotide exchange factor Fes1 \| \| Heat shock protein 90 \| \| Heat shock protein 104 \| \| Dnaj-like-2 chaperone, mitochondrial and ER import protein Ydj1 \| \| Dnaj homolog 1, mitochondrial-related chaperone \| \| Dnaj homolog subfamily B member 5 chaperone \| \| DnaJ subfamily B member 8 chaperone \| \| T-complex protein 1 subunit alpha \| \| T-complex protein 1 subunit beta \| \| T-complex protein 1 subunit gamma \| \| T-complex protein 1 subunit delta \| \| T-complex protein 1 subunit epsilon \| \| T-complex protein 1 subunit zeta \| \| Putative T-complex protein 1 subunit eta \| \| T-complex protein 1 subunit theta \| \| Protein Hgh1 Homolog \| \| Putative J domain-containing protein \| \| Endoplasmic reticulum chaperone BiP \| \| Ring assembly protein 3 \| \| FK506-binding protein 2 \| | \| YALI0_B05610g \| \| --- \| \| YALI0_C03465g \| \| YALI0_E18546g \| \| YALI0_C03443g \| \| YALI0_F25289g \| \| YALI0_D08184g \| \| YALI0_E35046g \| \| YALI0_D22352g \| \| YALI0_A00132g \| \| YALI0_C17347g \| \| YALI0_E13255g \| \| YALI0_B12474g \| \| YALI0_F11121g \| \| YALI0_C07953g \| \| YALI0_E27962g \| \| YALI0_F00880g \| \| YALI0_F12551g \| \| YALI0_E13508g \| \| YALI0_F20614g \| \| YALI0_B15774g \| \| YALI0_F11473g \| \| YALI0_D20570g \| \| YALI0_F20416g \| \| YALI0_E21692g \| \| YALI0_D20328g \| \| YALI0_C20999g \| \| YALI0_D11220g \| \| YALI0_F07315g \| \| YALI0_D02002g \| \| YALI0_E13706g \| \| YALI0_E21758g \| \| YALI0_A19602g \| |

| **Transcription factors** | | |
| --- | --- | --- |
| **Gene symbol** | **Functional description** | **Locus tag** |
| \| *MSN4* \| \| --- \| \| *HAC1* \| \| *HIR3* \| \| *MED6* \| \| *STB4* \| \| *TFIID* \| \| *TFIIIC* \| \| *RCO1* \| \| *RME1-1* \| \| *RME1-2* \| \| *RME1-3* \| \| *RGM1* \| \| *SFU1* \| \| *YAS2* \| \| *HAP2* \| \| *HAP3* \| \| *HAP5* \| \| *YAS1* \| \| *LAC9* \| \| *MGA2* \| \| *UPC2* \| \| *OPI1* \| \| *ADR1* \| \| *OAF1* \| \| *MET4* \| \| *LEU3* \| \| *BAS1* \| \| *GCN4* \| \| *GAT1* \| \| *STP2* \| \| *STT4* \| \| *GLN3* \| \| *DAL81* \| | \| C2H2 zinc finger stress activator \| \| --- \| \| ER stress-responsive transcription factor \| \| Histone transcription repressor \| \| Mediator complex subunit MED6 \| \| Zinc finger transcriptional regulator \| \| TATA-binding general TF for initiation \| \| RNA Pol III initiation factor \| \| Rpd3L chromatin regulator \| \| Rme1-like developmental TF \| \| Rme1-like developmental TF \| \| Rme1-like developmental TF \| \| Pheromone-responsive TF (GRM-type) \| \| Iron homeostasis transcriptional repressor \| \| Alkane-responsive bHLH transcription factor \| \| CCAAT-binding respiration regulator \| \| CCAAT-binding respiration regulator \| \| CCAAT-binding respiration regulator \| \| Alkane-responsive bHLH transcription factor \| \| GAL4-like carbon source TF \| \| ER lipid sensor, regulates OLE1 \| \| Sterol uptake regulator \| \| Inositol-responsive phospholipid repressor \| \| Ethanol/fatty acid utilization activator \| \| Oleate-activated transcription factor \| \| Sulfur amino acid regulator \| \| Leucine biosynthesis regulator \| \| Purine/amino acid flux regulator \| \| Amino acid starvation master regulator \| \| NCR-responsive transcription factor \| \| SPS pathway amino acid sensor \| \| PI4-kinase, SPS signaling activator \| \| NCR master activator \| \| SPS component transcription activator \| | \| YALI0_C13750g \| \| --- \| \| YALI0_B12716g \| \| YALI0_D11506g \| \| YALI0_E32373g \| \| YALI0_D14872g \| \| YALI0_B23056g \| \| YALI0_C18117g \| \| YALI0_E12991g \| \| YALI0_A12925g \| \| YALI0_F15543g \| \| YALI0_E14971g \| \| YALI0_C06842g \| \| YALI0_E05555g \| \| YALI0_E32417g \| \| YALI0_F23111g \| \| YALI0_F17072g \| \| YALI0_B03322g \| \| YALI0_C02387g \| \| YALI0_D20460g \| \| YALI0_B12342g \| \| YALI0_B15818g \| \| YALI0_C14784g \| \| YALI0_D18678g \| \| YALI0_F13321g \| \| YALI0_D04466g \| \| YALI0_D13904g \| \| YALI0_B13992g \| \| YALI0_E27742g \| \| YALI0_F17886g \| \| YALI0_E24937g \| \| YALI0_E28153g \| \| YALI0_D20482g \| \| YALI0_D02805g \| |

**Figure S1. Intracellular CoA thioester profiles during ω-3 polyunsaturated fatty acid (PUFA) production in recombinant *Y. lipolytica* Hyb6.** Absolute concentrations were quantified by LC–MS/MS using ^13^C-labeled internal standards. Panels (A, B, C) show the reference cultivation without any supplementation. Panels (D, E, F) represent conditions with l-lysine supplementation, while (G, H, I) depict conditions with ketogenic amino acid supplementation. Data are presented as the mean ± standard error of the mean from three biological replicates.

**S2. Production profiles and CoA pool dynamics in recombinant *Y. lipolytica* Hyb6 with glucose and glycerol as the sole carbon source.** (A, B) Production of ω-3 PUFAs (EPA, DPA, DHA) in minimal medium with 110 mM glucose (A) or 220 mM glycerol (B) as the sole carbon source. (C–H) Intracellular CoA thioester dynamics measured over the same cultivations. (C, D) The abundance of acetyl-CoA, malonyl-CoA, and succinyl-CoA. (E, F) The abundance of butyryl-CoA, isovaleryl-CoA, and crotonyl-CoA. (G, H) The abundance of HMG-CoA, 3-hydroxybutyryl-CoA, and propionyl-CoA. (I, J) Cellular concentrations of native fatty acids and ω-3 FAs. EPA, eicosapentaenoic acid (C20:5); DPA, docosapentaenoic acid (C22:5); DHA, docosahexaenoic acid (C22:6); C18:0, stearic acid; C16:1, palmitoleic acid; C16:0, palmitic acid; C18:2, linoleic acid, C18:1, oleic acid; Other native fatty acids in low amounts, such as docosanoic acid (C22:0), tetracosanoic acid (C24:0), and hexacosanoic acid (C26:0), are given as summed fractions. The mean and standard error of three biological replicates are represented.

###

**Figure S3. Dynamics of the relative consumption rate of native fatty acids during glycerol-based cultivation.** Data refers to cultures with L-lysine supplementation (A) or ketogenic amino acid supplementation (B), compared to the non-supplemented glycerol cultivation process. Data are shown as a percentage of total fatty acid consumption. Data represent mean ± SD (n = 3).

###

**Figure S4. Volcano plots comparing differential gene expression between supplemented and non-supplemented conditions during the late stationary phase.** (A) L-lysine supplementation vs. control, (B) ketogenic amino acids supplementation vs. control. (C) Gene Ontology (GO) enrichment analysis using the Panther statistical overrepresentation tool, based on differentially expressed genes (DEGs) from (A), with an adjusted p-value < 0.05 and |log₂ fold change| ≥ 1. Plots show the proportion of DEGs in significantly enriched GO categories (orange for upregulated genes, blue for downregulated genes). Significantly enriched biological processes are indicated by asterisk (*FDR < 0.05, ** FDR < 0.01, *** FDR < 0.001). Data represent mean (n = 3).

**

**

**Figure S5. KEGG pathway enrichment analysis under amino acid supplementation.** Differentially expressed genes (DEGs) with an adjusted p-value < 0.05 and |log₂ (fold change) | ≥ 1 were analyzed for their association with enriched pathways. Enrichment plots compare gene expression profiles between supplemented and non-supplemented conditions during the early production phase: (A) L-lysine supplementation vs. control, (B) ketogenic amino acid supplementation vs. control. Pathway ratios are calculated as GeneRatio / BgRatio, representing the proportion of DEGs within a given pathway. Significant pathway enrichment is indicated as follows: * *P* adj < 0.05, ** *P* adj < 0.01, *** *P* adj < 0.001. Data represent mean (n = 3).

###
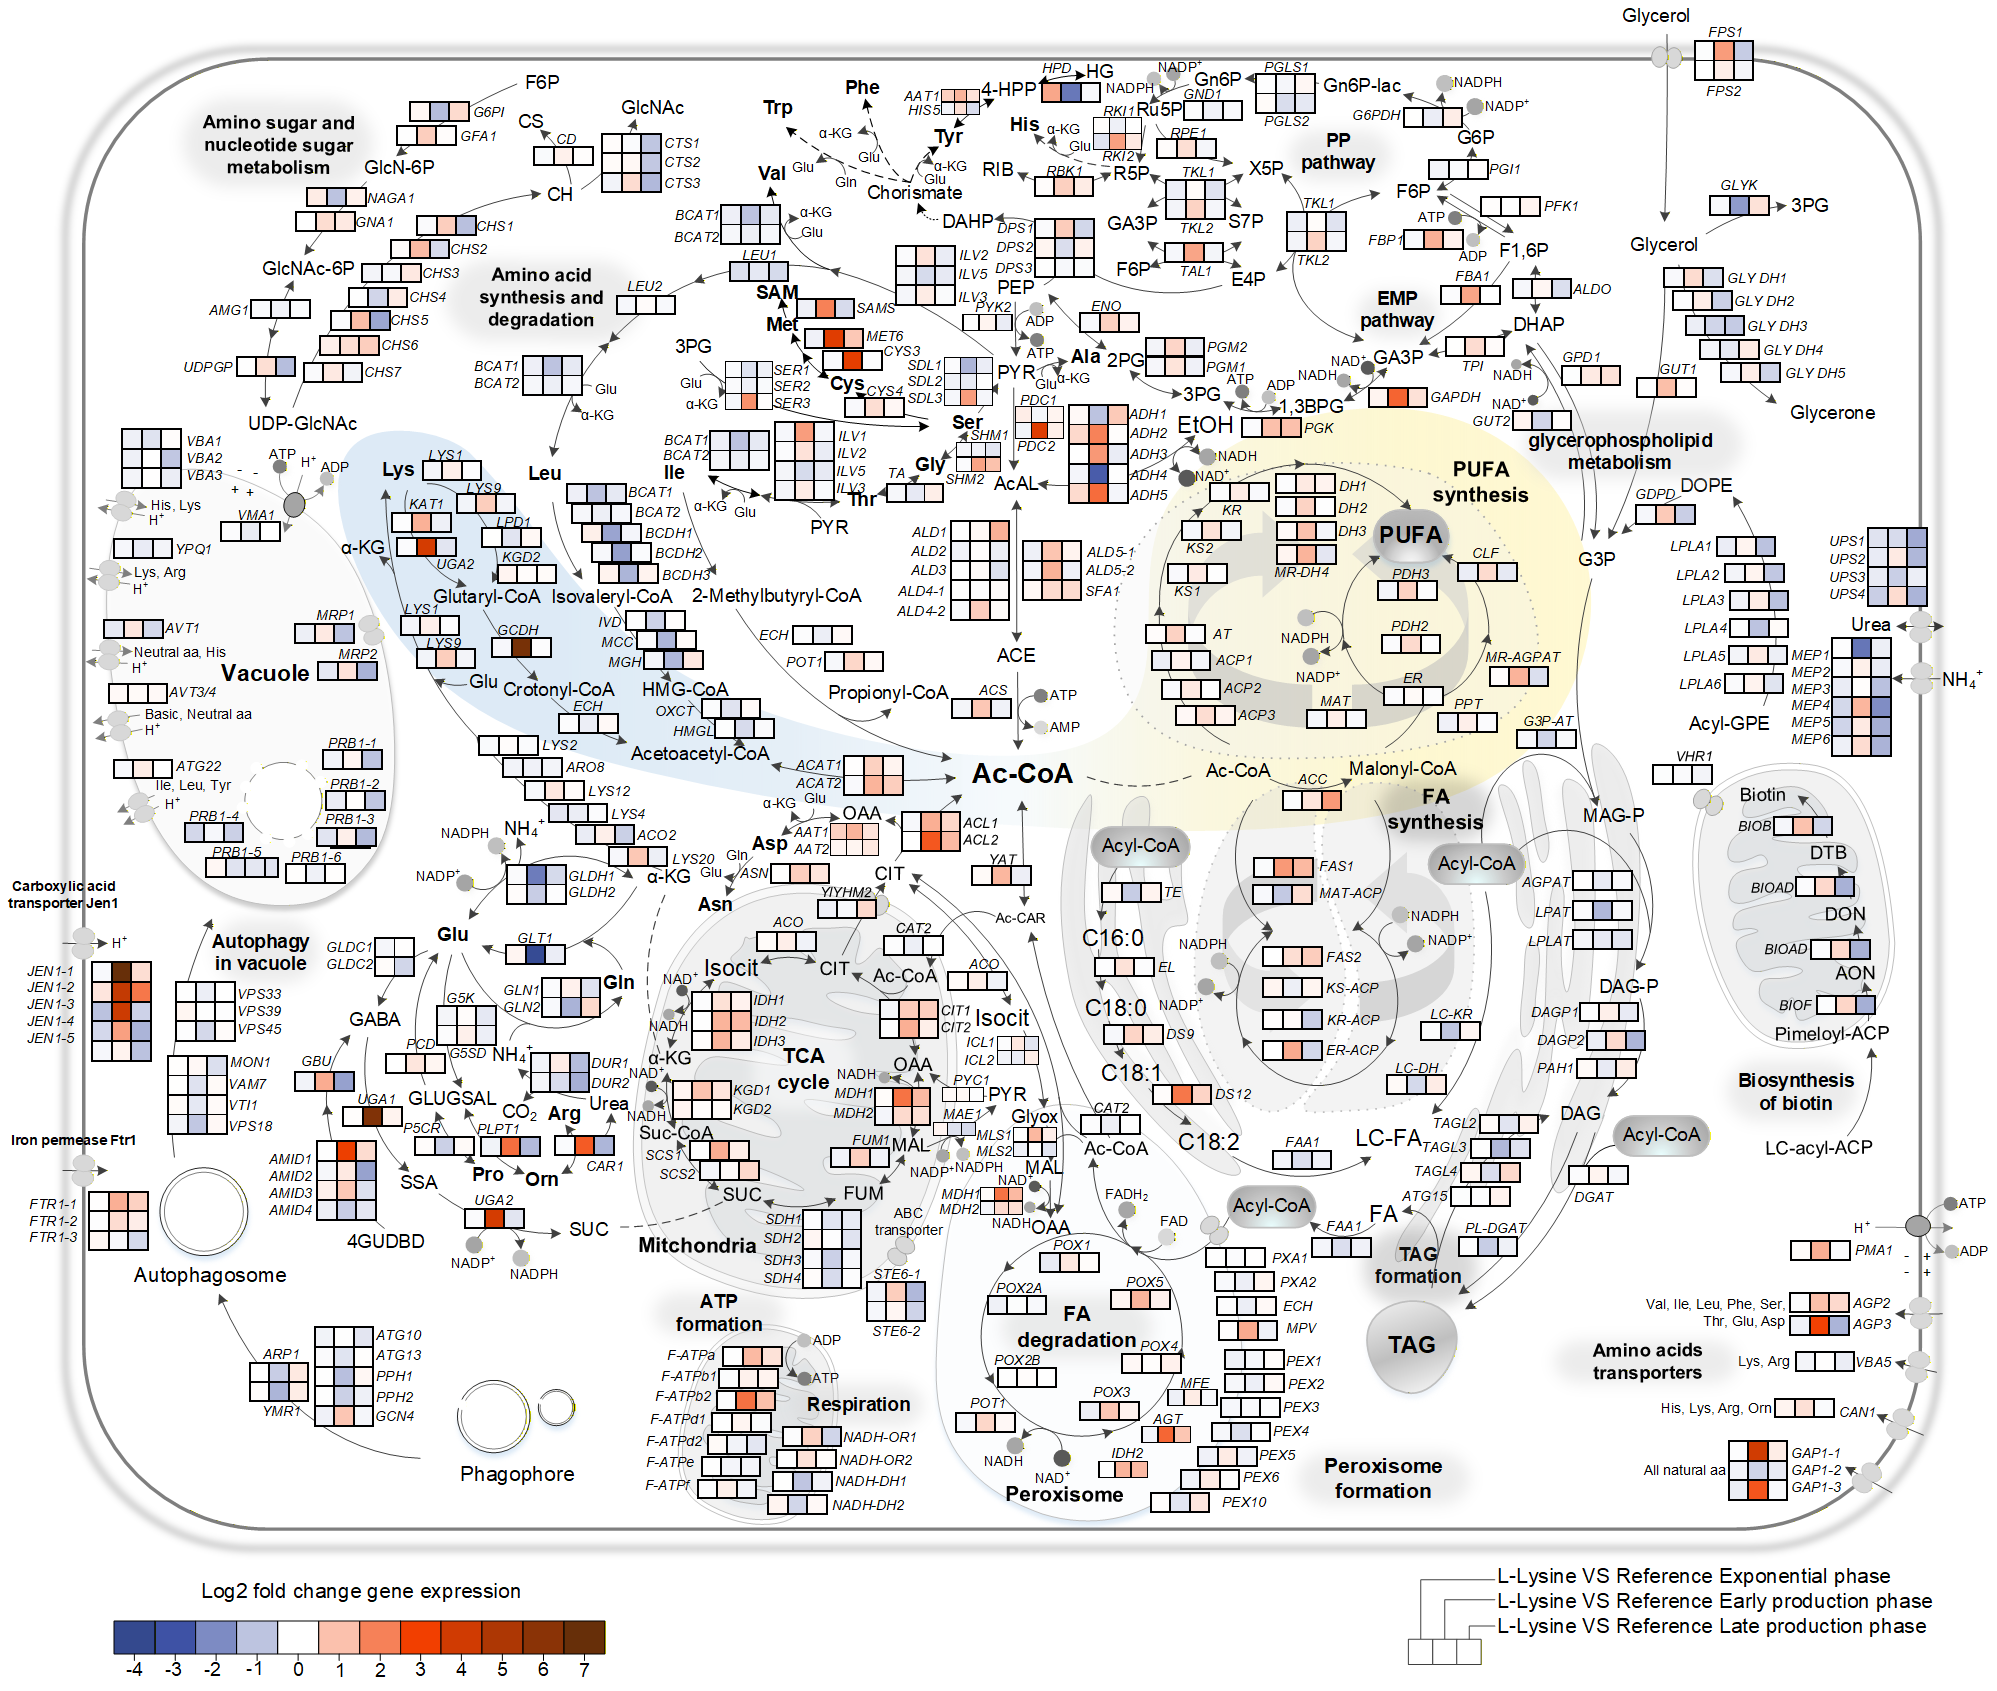

**Figure S6. Transcriptional dynamics in central metabolism and supporting pathways of *Y. lipolytica* Hyb6 expressing a myxobacterial PKS-like synthase for PUFA production from glycerol.** Gene expression was measured at three time points: exponential growth phase (10 h), early stationary phase (48 h), and late stationary phase (96 h) under L-lysine-supplemented conditions, compared to reference without supplementation. Data represent mean (n = 3). The 350 genes analyzed represent key metabolic pathways involved in glycerol utilization, citrate and acetate metabolism, the EMP pathway, the pentose phosphate pathway, the TCA cycle, CoA ester metabolism, amino acid metabolism, lipid synthesis and breakdown, PUFA formation, and other supporting pathways. Full gene lists and raw data are available at the Gene Expression Omnibus (GEO). Abbreviations: 1,3BPG: 1,3-Bisphosphoglyceric acid; 2PG: 2-Phosphoglycerate; 3PG: 3-Phosphoglycerate; 4GUDBD: 4-Guanidinobutanamide; 4GUDBUTN: 4-Guanidinobutanoate; 4HPP: 4-Hydroxyphenylpyruvate; AcAL: Acetaldehyde; Ac-CAR: Acetyl-carnitine; ACE: Acetate; Acyl-GPE: Acyl-sn-glycero-3-phosphoethanolamine; AON: 8-Amino-7-oxononanoate; CIT: Citrate; CH: Chitin; CS: Chitosan; DAG: Diacylglycerol; DAG-P: Diacylglycerol phosphate; DAHP: 2-Dehydro-3-deoxy-D-arabino-heptonate 7-phosphate; DHAP: Dihydroxyacetone phosphate; DON: 7,8-Diamino-nonanoate; DOPE: sn-Glycerol-3-phosphoethanolamine; DTB: Dethiobiotin; E4P: Erythrose 4-phosphate; F1,6P: Fructose 1,6-bisphosphate; F6P: Fructose 6-phosphate; FUM: Fumarate; G3P: Glycerol-3-phosphate; G6P: Glucose 6-phosphate; GA3P: Glyceraldehyde 3-phosphate; GABA: γ-Aminobutyric acid; GlcNAc: N-Acetylglucosamine; GlcN-6P: Glucosamine-6-phosphate; GlcNAc-6P: N-Acetylglucosamine-6-phosphate; GLUGSAL: L-Glutamate 5-semialdehyde; Gn6P: Gluconate 6-phosphate; Gn6P-lac: D-Glucono-1,5-lactone 6-phosphate; HG: Homogentisate; Isocit: Isocitrate; LC-FA: Long-chain fatty acids; MAG-P: Monoacylglycerol phosphate; MAL: Malate; OAA: Oxaloacetate; PEP: Phosphoenolpyruvate; PYR: Pyruvate; R5P: Ribose 5-phosphate; RIB: Ribose; Ru5P: Ribulose 5-phosphate; S7P: Sedoheptulose 7-phosphate; SSA: Succinate semialdehyde; SUC: Succinate; TAG: Triacylglycerol; UDP-GlcNAc: Uridine 5′-diphospho-N-acetylglucosamine; X5P: Xylulose 5-phosphate; α-KG: α-Ketoglutarate.

###
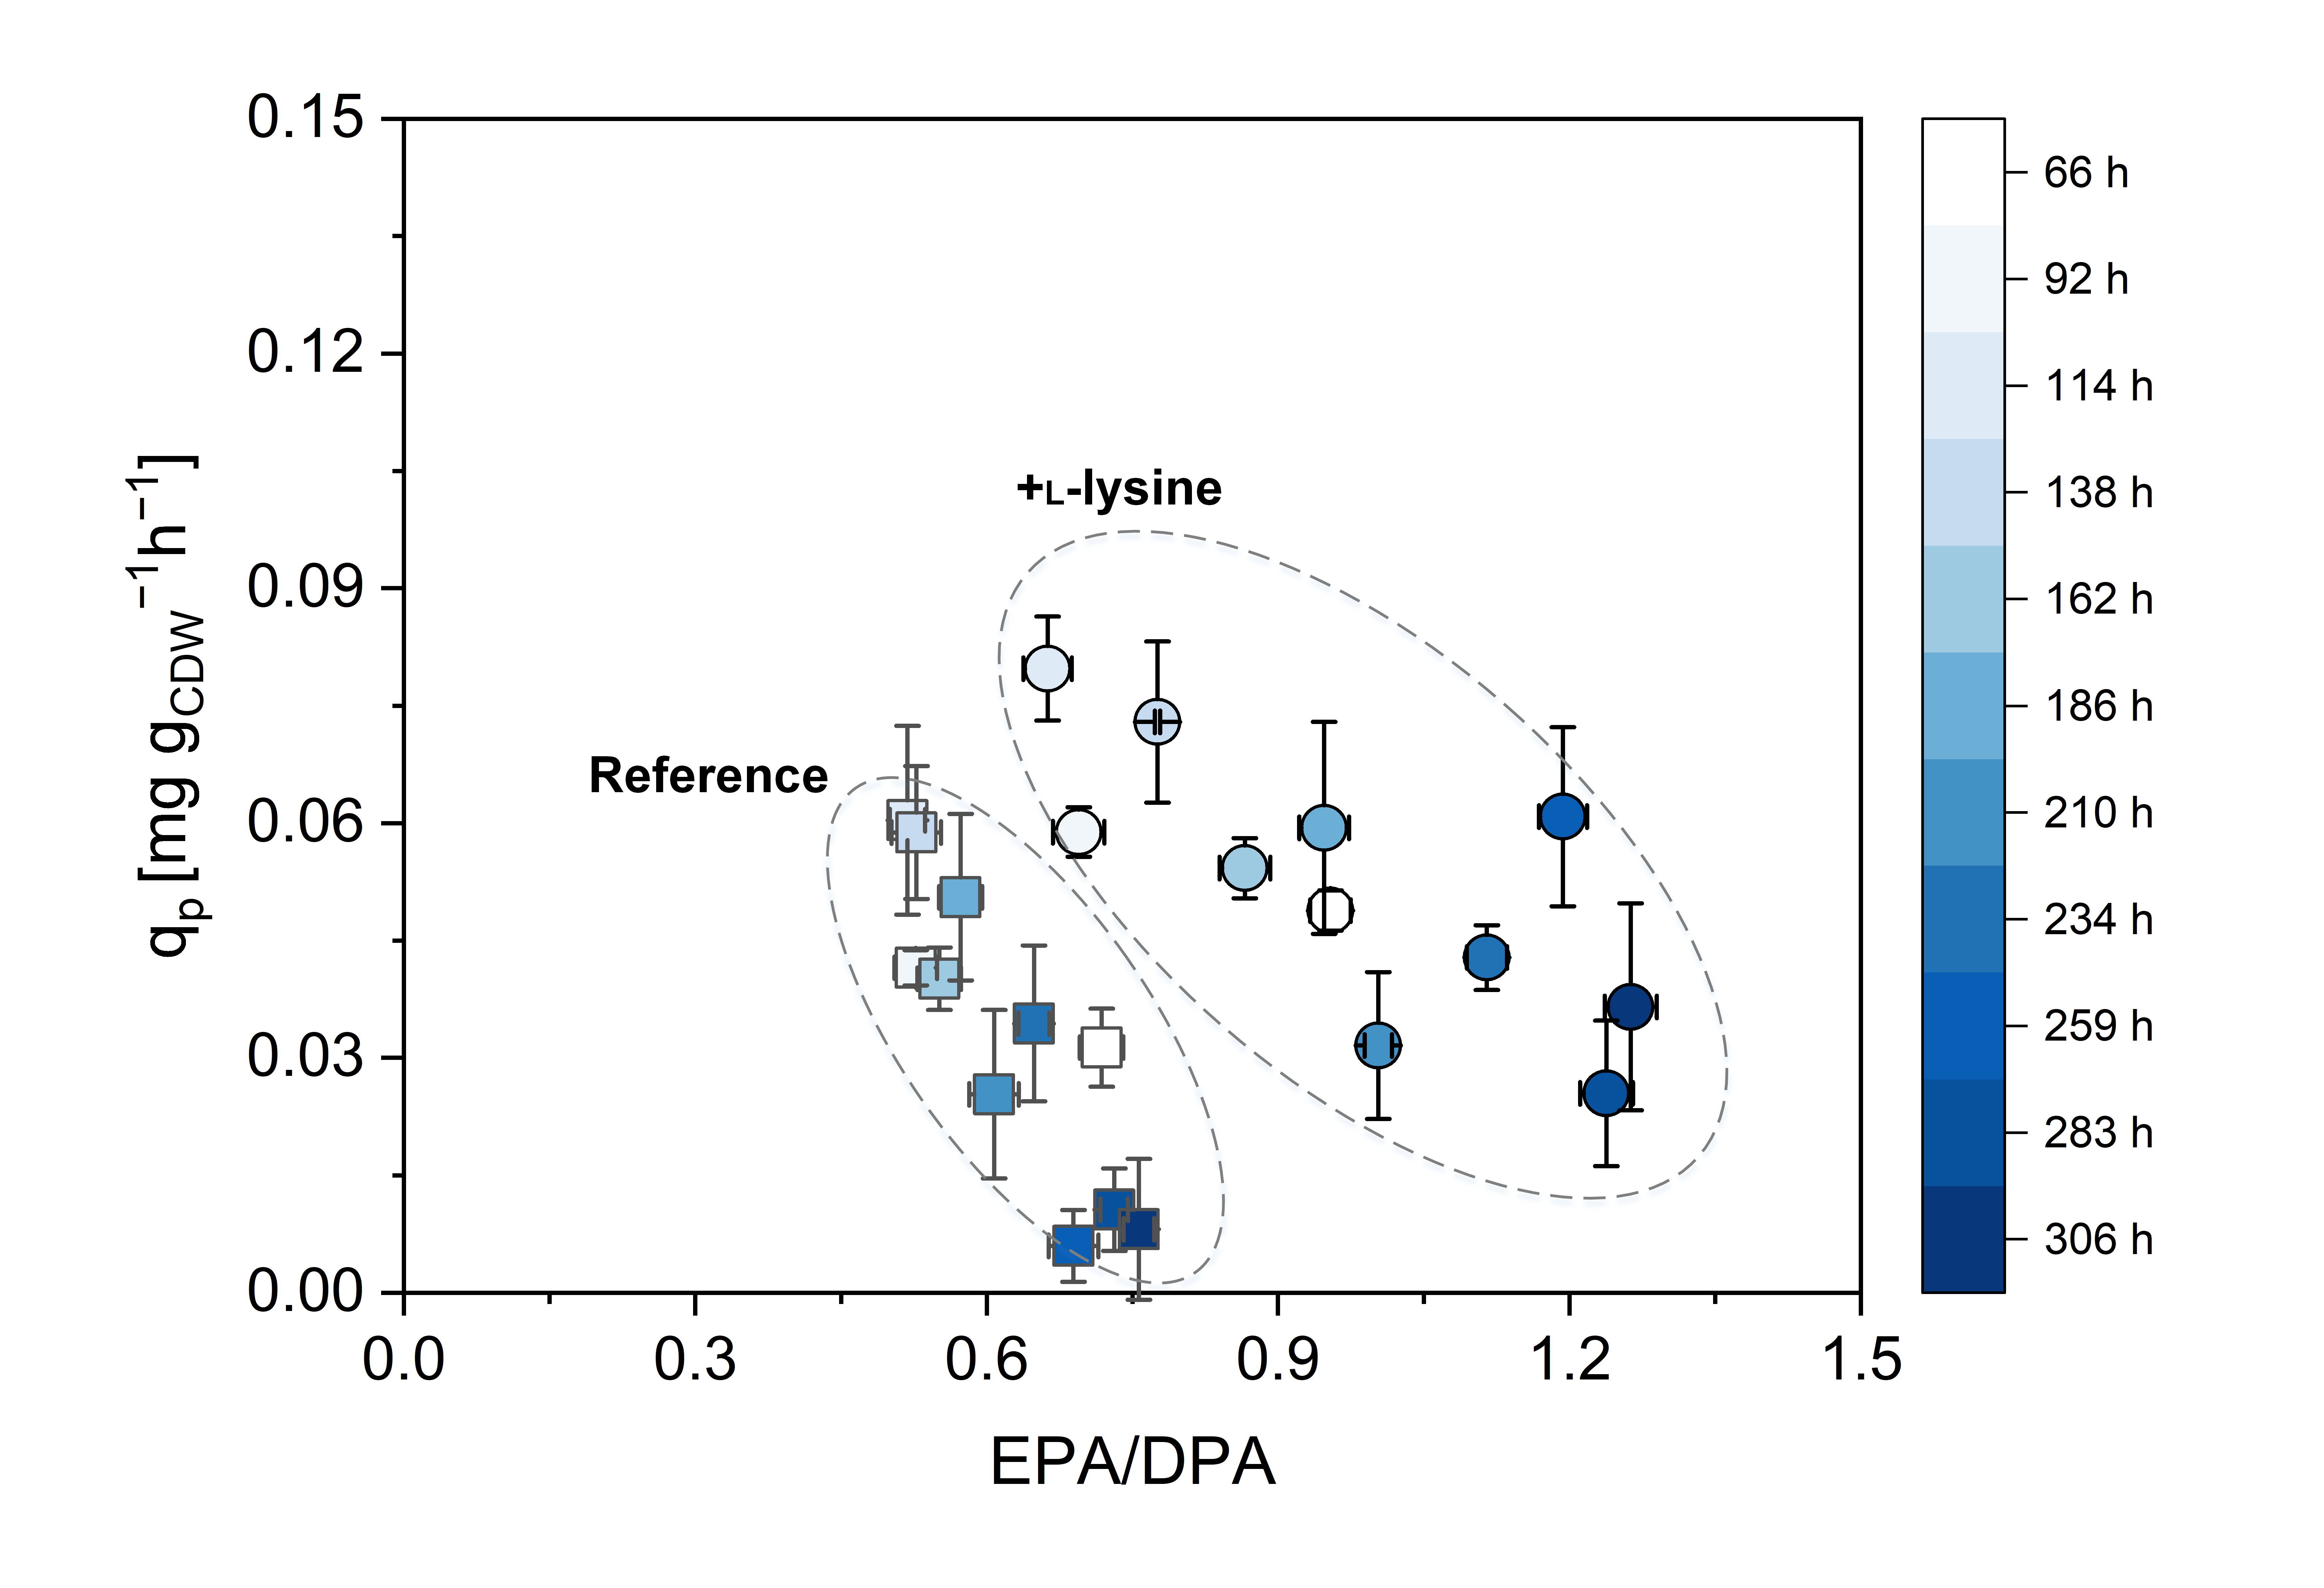

**Figure S7. Correlation between EPA/DPA ratio and specific product formation rate (qₚ) during fed-batch fermentations.** The EPA/DPA ratio is shown on the x-axis, with corresponding qₚ values on the y-axis. Both reference and L-lysine-supplemented conditions from Figure 8 are represented. The data highlight the relationship between the EPA/DPA ratio and product yield during the fermentation process. Data represent mean ± deviation (n = 2).

How the deposited data were processed for this re-analysis (not part of the article)

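Transcripts of the Hyb6 strain were measured by the authors on single-colour Agilent expression arrays of a custom design, 24 arrays in 8 groups of 3 biological replicates. The groups are the unsupplemented reference at 10 h, 48 h and 96 h, the l-lysine cultures at the same times and the ketogenic mixture cultures at 48 h and 96 h. Per the sample labels and the methods, l-lysine was given at 15 mM and the mixture at 5 mM of each amino acid, both at 24 h, so that the 10 h cultures of the l-lysine arm were sampled before the addition. Conditions were taken from the sample labels for all 24 arrays. Fatty acids, intracellular amino acids and growth were not analysed here, since these files hold transcripts alone.

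The intensity values in the scanner files were extracted by the authors with Agilent Feature Extraction, per the file headers, as fluorescence of the green channel for each spot: the median signal, the median of the local background, and the processed signal, from which the extraction software had already subtracted the background. Marks for saturated spots and for spots above background are in the same files, as deposited. The log2 values in the authors' value tables are per probe, background-corrected and normalized by the authors with limma; which functions were used is not stated, and the quartiles of the arrays within each of the 2 tables lie closer together than between the tables. The log2 fold changes in the authors' comparison tables are from limma on the arrays of the compared groups, 1 value per gene, per the file headers and the methods. Each p-value in those tables is limma's, unadjusted and adjusted by the authors after Benjamini and Hochberg. The score columns hold the authors' moderated statistic and log-odds, per the file headers, and were not used here.

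The main values were computed from the processed signal as log2, minus the 75th percentile of each array over the 19326 probes present on all 24 arrays. Spots of a probe were averaged, then the probes of a gene, which gives 6465 genes, 6408 of them with 3 probes. No background was subtracted a further time, and dim genes were kept. Genes were tested with limma's moderated test in a fit over all 8 groups with no covariate, two-sided, adjusted after Benjamini and Hochberg over the 6465 genes and called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. The tools were R 4.3.3, limma 3.58.1 and data.table 1.17.8. Comparisons were each supplement with the reference at 48 h and 96 h, the l-lysine arm with the reference at 10 h, the supplements with each other, the reference between successive times, and the change of the l-lysine effect from 48 h to 96 h as a contrast of contrasts. Slides and array designs were read from the file headers: 17 arrays, among them all reference and mixture arrays, are of the first design and 7 l-lysine arrays of the second. Principal components were taken from gene-centred values.

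Signal limits detection little: no spot was saturated, and at least 92.2% of the features of each array lay well above background. Precision still differed between genes. In the comparison at 10 h the SE was 0.887 for UGA4-1, a gene of low signal, and 0.046 for ACAT2. In simulated data of the same size, for l-lysine against the reference at 48 h, 84%, 88% and 96% of genes changed by 1.5, 2 and 3 on the log2 scale were called, with 5 false calls among the unchanged genes. The noise was drawn independently for each gene, without shifts that the genes of an array share, so false calls from such shifts are not covered. Of genes changed by 1, the threshold itself, 48% were called, since estimates fall on either side of it, and 74% had an adjusted p below 0.05.

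The array identifiers of nuclear genes carry no locus tag. They were paired with locus tags by matching the probe values to the authors' comparison tables, keeping a pair where the nearest gene was closer than the next by a ratio of 0.5. This named 6213 identifiers and left 252 unnamed. All 6181 nuclear pairs lie on the chromosome and in the order that the identifiers give, and 13 of 17 cluster identifiers were matched to their own name. Because the pairing uses the authors' fold changes, closeness of a gene's value to the paper's tables is not an independent check. The pairing was set up after the files had been seen. Genes that could not be paired or that the tables do not name were not analysed here, among them genes for acetyl-CoA and malonyl-CoA supply and NADPH supply. Of the pentose phosphate pathway TAL1 and RKI2 are named, as members of the biosynthesis list, and the pathway itself was not analysed here.

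Gene lists were taken from the study's tables, and for l-lysine and branched-chain amino acid degradation from its table and Fig. 6: l-lysine degradation, branched-chain amino acid degradation, amino acid degradation, amino acid biosynthesis, protein folding, transcription factors, the PUFA synthesis cluster, and plasma membrane, mitochondrial, vacuolar and other amino acid transporters. Each was tested for a common direction with limma's fry, adjusted over the lists. Fry tests the average over a list, so a common direction means a shift of that average. Single members can move the other way, and a few large changes can carry it. As an alternative camera, with an estimated correlation between genes, tested whether a list moved more than the other genes, which is another question. Enrichment among called genes was tested with a one-sided Fisher's exact test against all 6465 genes. Genes named in the text are those that the paper names for the comparison, and up to 4 members with the largest change from each list described. Also named are the highest and lowest called genes of each comparison whose arrays do not overlap between the groups (10 in each direction for a supplement against the reference at 48 h and 96 h, 5 for the others). They were taken from the genes with a symbol in the study's tables or of the mitochondrial genome. Lists built from textbook knowledge or keywords were not used, since most of their members carry no name here. The values of Table S1 and the colours of the paper's figures had been seen when this rule was written.

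The groups, tests, thresholds, gene lists, naming rule and most alternatives were fixed before the data were examined. Those alternatives were quantile normalization, median centring, the median of the probes, a filter on dim genes, a fit on the compared groups, array design as a block, arrays of 1 design, slide as a random and as a fixed block, replicate letter as a block, the authors' value tables, adjusted p alone, a threshold of 1.5, camera, leaving out each array in turn, and for the principal components genes of unit variance and arrays as variables. Alternatives added later were normexp correction (offset 50) on the median signal, the same with quantile normalization, leaving out the dimmest quartile of genes, and the arrays of a single slide. The planned normexp correction on the mean signal was not run, since the signal column that the files give besides the processed signal is the median. The authors' value tables gave values for comparisons within 1 array design.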

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

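The tests of array design and of the reference cultures' own change were chosen only after the result had been seen, while the tests of background signal and of other splits of the arrays were set beforehand.

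The effect of l-lysine against the reference differed between 48 h and 96 h, by a direct limma test of the difference over 6465 genes. It was lower at 96 h for 2444 genes and higher for 209, and 1394 of the 2444 lie in the dimmest quartile of genes. After quantile normalization 1076 genes were lower and 1170 higher, and 239 genes passed in opposite directions under the 2 scalings, so the balance of directions follows the scaling. Of 100 splits of the same arrays 1 called as many genes, the real one, with 2653 genes against 2378 in the highest other split. These splits exchange l-lysine and reference arrays within each time, so they do not test an equal effect at both times. They give no verdict on chance for the difference between the times. Among the other splits are those that keep the real grouping at 1 of the 2 times. The high count of the highest other split can therefore hold an effect of treatment, and no conclusion is drawn from it.

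The dimmest quartile of genes stood at a median log2 fold change of -2.06 with l-lysine at 96 h, and 1293 of the 1755 lower genes are in it. Background signal of the arrays is argued against: spots with no yeast target were lower in the reference than with l-lysine (-0.601, log2), while the dim genes on the same unsubtracted signal were higher (1.183). Cross-hybridization and carried-over DNA, which the explanation first covered, were not tested. Array design cannot be told apart from treatment here, since all l-lysine arrays of 96 h are of the second design and all reference arrays of the first, and with a design term estimated from the other groups the median was -1.37. A change of the reference cultures themselves could also contribute, as the same genes rose by 2.15 from 48 h to 96 h in the reference within a slide, against -0.88 with l-lysine and 0.57 with the mixture on theirs, which leaves the share of each open, and an effect of l-lysine on late cultures stays open as well.

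At 10 h, before any addition, 5 genes were higher and 26 lower in the l-lysine arm than in the reference, among them the mitochondrial nd6 (-1.22) and nd5 (-1.14). With array design as a block 6 genes were called in place of 31, 0 higher and 6 lower in limma (1169 genes at an unadjusted p below 0.05 without the block). In their direction the 31 genes stood at a median log2 fold change of 1.32 (median SE 0.344) with the block, against 1.59 (0.338) without it. With the block nd6 stood at -1.36 and nd5 at -1.14. Calls thus ended mostly on the adjusted p, which 6 of the 31 still pass. The median of the dimmest quartile went from -0.48 to -0.12 with the block but stayed at -0.46 on arrays of 1 design, which leave 1 array of the l-lysine arm, so a part of array design stays open, as does one of slide or scaling, since nd6 and nd5 stood at -0.59 and -0.39 with slide as a fixed block and nd5 at -0.66 after quantile normalization. The lower count also rests on single arrays, from 7 without reference replicate C to 614 without reference replicate B, with 10 without reference replicate A and 8 and 9 without replicates B and C of the l-lysine arm. Both arms had the same medium at 10 h, so no biological explanation was tested, and the 10 splits of these arrays are too few for a share under 0.05, with 31 genes in the real split (1 of 10) and 0 in the highest other.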

How the results depend on the processing

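The alternatives with normexp correction, without the dimmest quartile of genes and on the arrays of a single slide were chosen only after the data had been seen. Unless another comparison is given, a supplement is compared with the reference of the same time. The cause was not tested for any change below except where the alternative's own construction shows it.

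Quantile normalization moved most counts. With l-lysine it called 676 higher and 512 lower genes at 48 h and 343 and 623 at 96 h. With the mixture it called 291 and 134 at 48 h and 22 and 29 at 96 h. At 10 h 2 genes were lower. For l-lysine against the mixture it called 366 lower genes at 48 h, and 192 higher and 440 lower at 96 h. The l-lysine effect was higher at 96 h than at 48 h for 1170 genes and lower for 1076. The reference had 624 higher and 494 lower genes at 96 h against 48 h, 356 genes were higher at 48 h and lower at 96 h with l-lysine, and the second component held 11.36% of the variance. The medians of transcription factors at 48 h (-0.167), of plasma membrane transporters at 96 h (0.005) and AGP3 at 96 h (0.351) changed sign with l-lysine, as did ER at 48 h (-0.041), and the transcription factors gained a common direction. The common direction of the PUFA synthesis cluster ended at 48 h (median 0.091) and 96 h (0.099), as did that of plasma membrane transporters at 96 h, and vacuolar transporters gained one at 48 h (-0.223).

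Normexp correction on the median signal gave 851 higher genes with l-lysine and 206 with the mixture at 48 h. At 96 h it gave 1074 lower genes with l-lysine, 1 higher and 2 lower with the mixture, and 511 lower with l-lysine against the mixture. At 10 h 2 were higher and 9 lower, 523 genes were higher at 48 h and lower at 96 h, and the second component held 10.47%.

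With quantile normalization added to normexp correction, l-lysine gave 381 higher and 215 lower genes at 48 h and 69 and 342 at 96 h. The mixture gave 91 higher genes at 48 h, and 7 higher and 3 lower at 96 h. At 10 h 2 were higher and 1 lower. L-lysine against the mixture gave 11 higher and 195 lower genes at 96 h. The l-lysine effect was higher at 96 h for 706 genes and lower for 858, the reference had 328 higher and 209 lower genes at 96 h against 48 h, 127 genes were higher at 48 h and lower at 96 h, and the second component held 10.04%. The transcription factors' median changed sign (-0.192) with a common direction gained, and ER changed sign (-0.053). The common direction ended for the PUFA synthesis cluster at 48 h (0.10) and 96 h (0.086) and for plasma membrane transporters at 96 h (-0.093), and vacuolar transporters gained one (-0.221).

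Median centring gave 223 lower genes with l-lysine at 48 h and 76 higher at 96 h, 16 higher and 1 lower with the mixture at 96 h, 54 lower at 10 h, 20 higher with l-lysine against the mixture at 96 h, 888 genes with a higher l-lysine effect at 96 h and 375 lower in the reference at 96 h against 48 h. The transcription factors' median changed sign (-0.089) and they gained a common direction. The median of the probes gave 6 higher and 16 lower genes with the mixture at 96 h, the transcription factors' median changed sign (-0.058), and branched-chain degradation gained a common direction for l-lysine against the mixture (0.043).

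A fit on the compared groups, with fewer arrays to estimate the spread, gave 652 higher genes with l-lysine and 100 with the mixture at 48 h, 82 lower with the mixture at 96 h, 0 higher and 2 lower at 10 h, and 346 genes higher at 48 h and lower at 96 h. Leaving out the dimmest quartile of genes, which also tests fewer, gave 476 higher genes with l-lysine and 94 with the mixture at 48 h, 463 lower with l-lysine at 96 h, 16 lower at 10 h, 233 lower with l-lysine against the mixture at 96 h, 1051 with a lower l-lysine effect at 96 h, 470 higher in the reference at 96 h against 48 h, and 190 genes higher at 48 h and lower at 96 h.

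Array design as a block gave 535 lower genes with l-lysine and 13 with the mixture at 96 h, 0 higher and 6 lower at 10 h, 60 lower with l-lysine against the mixture at 96 h, and 463 genes higher at 48 h and lower at 96 h. It ended the common direction of the PUFA synthesis cluster at 96 h (0.386). Arrays of 1 design gave 23 lower genes with the mixture at 96 h, 0 higher and 0 lower at 10 h (limma, with 1169 genes at an unadjusted p below 0.05 on all arrays), and 945 higher with l-lysine against the mixture at 48 h. Here a group left with a single array is assumed to vary like the others. Slide as a fixed block gave 774 higher genes with l-lysine at 48 h, 5 higher and 82 lower at 96 h, 0 and 0 at 10 h, and 63 genes higher at 48 h and lower at 96 h. With it the dimmest quartile stood at a median of 1.785 at 48 h and -1.375 at 96 h, against 1.369 and -2.061 without it. This block cannot be fitted for the mixture, whose slide holds no other group. Slide as a random block gave 4 lower genes with the mixture at 96 h, and 2 higher and 13 lower at 10 h. On the authors' value table, which covers comparisons within 1 design, the mixture gave 103 higher genes at 48 h and 6 at 96 h, and the reference 385 higher and 278 lower at 96 h against 48 h.

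The replicate letter as a block gave 195 lower genes at 10 h, and 668 higher genes with the mixture at 48 h, within 1.5 times of 527. The letters do not pair cultures across groups in the labels, and the deviations of arrays that share a letter correlated between -0.627 and 0.797 over 84 pairs, with a median of 0.045.

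On adjusted p alone, which removes a condition, l-lysine gave 2911 higher and 1428 lower genes at 48 h and 877 and 3570 at 96 h. The mixture gave 1102 and 309 at 48 h and 184 and 457 at 96 h, and the arms differed by 14 and 62 genes at 10 h. L-lysine against the mixture gave 1683 and 1539 at 48 h and 609 and 2388 at 96 h. The l-lysine effect was higher at 96 h for 1263 genes. The reference gave 2476 and 2302 at 48 h against 10 h and 3862 and 988 at 96 h against 48 h, and 2140 genes were higher at 48 h and lower at 96 h. At a threshold of 1.5 l-lysine gave 41 lower genes at 48 h and 3 higher at 96 h. The mixture gave 3 lower at 48 h and 0 higher and 0 lower at 96 h (limma, 2059 at an unadjusted p below 0.05). At 10 h 16 were lower. L-lysine against the mixture gave 190 higher and 38 lower at 48 h and 3 higher at 96 h, the l-lysine effect was higher at 96 h for 46 genes, and the reference gave 769 higher at 48 h against 10 h and 58 lower at 96 h against 48 h.

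With genes of unit variance the first component held 55.44%, and with arrays as variables the first and second held 84.56% and 11.85%. Camera with an estimated correlation tests a list against the other genes. Of the lists that fry called, it called only branched-chain and amino acid degradation under the mixture. The medians, which do not change, are for l-lysine at 48 h 0.807 for l-lysine degradation, -0.972 for branched-chain degradation, 0.443 for amino acid degradation, 1.149 for biosynthesis, 0.99 for folding, 1.352, 1.849 and 0.742 for plasma membrane, other and mitochondrial transporters and 0.587 for the PUFA synthesis cluster. For l-lysine at 96 h they are -0.868 and -2.402 for plasma membrane and other transporters and 0.399 for the cluster. They are 1.156 for other transporters under the mixture at 48 h, 0.784 for l-lysine degradation against the mixture, and 4.277, -1.741 and 4.759 for branched-chain degradation, biosynthesis and the cluster in the reference at 48 h against 10 h.

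Leaving out each array in turn kept most counts within 1.5 times, and these did not stay there. With the mixture 149 to 907 genes were higher and 13 to 23 lower at 48 h, and 0 to 7 higher and 1 to 66 lower at 96 h. At 10 h 1 to 5 were higher and 7 to 614 lower. L-lysine against the mixture gave 142 to 267 lower genes at 48 h, and 6 to 10 higher and 730 to 1291 lower at 96 h. Genes higher at 48 h and lower at 96 h with l-lysine numbered 736 to 1312. Among the lists, the median of the PUFA synthesis cluster at 96 h ran from 0.236 to 0.604 and its common direction ended without l-lysine replicates A (0.236) and B (0.338) and reference replicate A (0.374). A common direction was gained by transcription factors at 48 h (0.017 to 0.071) without l-lysine replicate C, and under the mixture at 48 h by l-lysine degradation (-0.031 to 0.07) without mixture replicate A (-0.023) and plasma membrane transporters (0.294 to 0.629) without reference replicate C.

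The filter on dim genes removed at most a small part of the genes and left all of these counts within 1.5 times. Signal over background limits detection little, since nearly all features lie above it, but the dimmest quartile of genes carries most of the counts that move with the scaling.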

Differences from the paper's values

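The values below are read at the paper's thresholds, and any setting chosen only after the values had been seen is marked as such. A count comes within the paper's where the values lie within 1.5 times of each other, a component where they do so or lie within its jackknife SD of 6.78, and a gap in a fold change is closed where the values differ by no more than the larger SD of the replicates and share their sign. Gene names were assigned with the help of the authors' fold changes, so closeness to the paper's tables is not independent evidence.

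The paper counts 372 genes higher and 309 lower with l-lysine at 48 h, against 1443 and 135 here. For the higher genes no alternative set before the data were examined comes within the paper's value, the nearest being a fit on the compared groups (652), quantile normalization (676) and slide as a fixed block (774). For the lower genes median centring does (223) and the others do not, from 41 at a threshold of 1.5 to 512 after quantile normalization and 1428 on adjusted p alone. Normexp correction on the median signal with quantile normalization, chosen after seeing the values, gives 381 higher and 215 lower genes, both within the paper's, and drops 51 of the authors' higher and 115 of their lower genes. Leaving out the dimmest quartile of genes, also chosen after seeing the values, gives 476 higher genes, within the paper's, and drops 2 of the authors' higher genes that are tested. Of the authors' own calls that carry a name here, 370 of 372 higher and 133 of 308 lower genes are called here in the same direction, and 0 in the opposite one (limma).

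With the mixture at 48 h the paper counts 92 higher genes, against 527 here. A fit on the compared groups (100) and the authors' value table (103) come within it, the former dropping 64 of the authors' higher genes and the latter 0. The other alternatives set beforehand do not, from 149 without reference replicate A to 1102 on adjusted p alone. Normexp correction with quantile normalization (91) and leaving out the dimmest quartile of genes (94), both chosen after seeing the values, come within it and drop 10 and 0 of the authors' higher genes.

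The paper counts 115 genes that were higher at 48 h and lower at 96 h with l-lysine, against 1129 here. No alternative set beforehand comes within it: slide as a fixed block gives 63, a fit on the compared groups 346, quantile normalization 356, array design as a block 463, leaving out an array 736 to 1312, and the others 793 to 2140. Normexp correction with quantile normalization, chosen after seeing the values, gives 127 and drops 16 of the 94 genes that show this pattern in the authors' own comparison tables at these thresholds.

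The second principal component holds about 10% of the variance in Fig. 5A, read by eye, against 19.08% here. Arrays as variables (11.85%), quantile normalization (11.36%) and leaving out reference 48 h replicate A (16.02%) or l-lysine 96 h replicate B (16.19%) come within it. Median centring (17.75%), the median of the probes (18.94%), genes of unit variance (19.18%) and leaving out any other array (17.37% to 21.74%) do not. Normexp correction without and with quantile normalization, chosen after seeing the values, gives 10.47% and 10.04%.

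Table S1 gives log2 fold changes for transporters. With l-lysine at 48 h the paper has 2.97 for AGP3, against 3.60 here, where quantile normalization (3.19) comes within the spread of the replicates and the other alternatives set beforehand do not. It has 5.26 for UGA4-6, against 6.96 here, and no alternative set beforehand closes this gap (6.21 after quantile normalization). Normexp correction, chosen after seeing the values, closes both without quantile normalization (2.90 and 5.22) and with it (2.69 and 4.95). It drops 4 of the authors' higher genes without and 51 with quantile normalization.

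At 96 h with l-lysine the paper has -1.30 for AGP3, against -1.48 here. The median of the probes (-1.20) and leaving out reference replicate B (-1.44) or C (-1.43) close the gap, and the other alternatives set beforehand do not (0.35 after quantile normalization, -1.08 after median centring), nor does normexp correction, chosen after seeing the values, without (-0.95) or with quantile normalization (-0.09). For ALP1 the paper has -1.20, against -1.91 here, which quantile normalization closes (-1.31) and the other alternatives set beforehand do not. Normexp correction, chosen after seeing the values, also closes it without and with quantile normalization (-1.48 and -1.08) and drops 11 and 326 of the authors' lower genes. For UGA4-6 the paper has -0.81, against -1.82 here, and no alternative set beforehand closes the gap (-0.11 after quantile normalization, -1.42 after median centring), nor does normexp correction, chosen after seeing the values, with -1.07 without and -0.155 with quantile normalization.

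With the mixture at 48 h the paper has 0.71 for GAP1-7, against 2.10 here. Quantile normalization (1.38), the authors' value table (0.72) and leaving out reference replicate A (1.61) close the gap, and the other alternatives set beforehand do not. For UGA4-6 it has 0.69, against 2.26 here, which quantile normalization (1.38) and the authors' value table (0.63) close and the others do not. Normexp correction, chosen after seeing the values, closes both without quantile normalization (0.96 and 1.08) and with it (0.74 and 0.69), dropping 0 and 10 of the authors' higher genes.

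Over the 39 transporters of Table S1 that could be named, 91 of 156 values differ from those here by more than the replicates' spread, 23 of them in sign. At 48 h 22 of the l-lysine and 26 of the mixture values differ, of which 19 and 20 no longer do after quantile normalization. At 96 h 34 and 9 differ, of which 17 and 1 no longer do.

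The paper describes GCN4, RCO1 and OAF1 as regulated under l-lysine without giving a time, and the caption of Fig. 7 speaks of upregulation. At 48 h RCO1 (-1.21) and OAF1 (-0.78) run downward here, OAF1 short of the threshold, and GCN4 stands at 0.93, also short of it. GCN4 passes with the median of the probes (1.08), array design as a block (1.04), arrays of 1 design (1.06) and without l-lysine replicate B (1.02), and both pass on adjusted p alone.

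The paper has both acetoacetyl-CoA thiolase genes higher with l-lysine at 48 h. ACAT2 is (1.34), whereas ACAT1 (0.71) passes on adjusted p alone. It describes its permease examples as lower in late production. At 96 h MUP1-4 (-2.93), ALP1 and AGP3 are, and GAP1-1 stands at 0.14 here and at 0.30 in the paper's Table S1. It describes most genes of glycolysis and the tricarboxylic acid cycle as still elevated at 96 h with l-lysine. All 9 that could be named are positive here, from 0.22 for CIT2 to 0.85 for IDH2, and none passes, while IDH2 and PGK pass after quantile normalization (1.09 and 1.12) and after median centring (1.25 and 1.06), and GAPDH and KGD1 after median centring (1.12 and 1.155). It describes a moderate rise of the PUFA synthase genes with l-lysine at 48 h. All 16 domain probe sets measured on both designs are positive here, where ER (0.32) turns to -0.04 after quantile normalization, and 1 of them, DHI3 (1.17), passes.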

Other observations

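No test in this part was chosen after its result had been seen, apart from the reading of a single split by the spread of its arrays.

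Other splits of the same arrays into groups of 3 were counted for each comparison. With 10 splits each, they are too few for a share under 0.05, and in each of these comparisons 1 split, the real one, called as many genes. The mixture against the reference called 541 genes at 48 h and 10 at 96 h, and l-lysine against the reference 1767 at 96 h, with 0 genes in the highest other split of each (limma). The reference called 2535 genes between 10 h and 48 h and 1965 between 48 h and 96 h, again with 0 in the highest other split. The supplements against each other called 585 genes at 48 h and 1175 at 96 h, with 17 and 11 in the highest other split.

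For l-lysine against the reference at 48 h the real split called 1578 genes and the highest other split 1074. That split sets l-lysine replicate B with reference replicates A and B. It follows the spread of the arrays: the median of the log2 signal lay at -1.64 below the 75th percentile on l-lysine replicate B, -1.67 and -1.64 on these reference arrays, and -1.55, -1.52 and -1.26 on reference replicate C and l-lysine replicates A and C. This points to a structure of the samples that is not their treatment.

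At 96 h l-lysine gave 6 higher and 1169 lower genes than the mixture, 937 of the lower in the dimmest quartile. Quantile normalization gave 192 higher and 440 lower, and array design as a block 60 lower, and all l-lysine arrays of 96 h are of the other design than the mixture arrays. Of 2 measured genes for H+-transporting ATPases 1 was higher with l-lysine at 48 h.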
